# SGLT2 inhibitor upregulates myocardial genes for oxidative phosphorylation and fatty acid metabolism in Gαq-mice

**DOI:** 10.1016/j.jmccpl.2025.100296

**Published:** 2025-04-09

**Authors:** Jordan M. Chambers, Dominique Croteau, David R. Pimentel, Adam C. Gower, Marcello Panagia, Tomas Baka, Fuzhong Qin, Ivan Luptak, Wilson S. Colucci

**Keywords:** Sodium-glucose linked transporter 2 inhibitor, Cardiomyopathy, Heart failure with reduced ejection fraction, Cardiac metabolism, Mitochondria, Energetics

## Abstract

**Background:**

Mitochondrial dysfunction with decreased ATP production and increased release of reactive oxygen species (ROS) is a hallmark of the failing heart. Although SGLT2 inhibitors have been shown to improve myocardial metabolism in the failing heart, independent of diabetes, the effect on mitochondria is not clear.

**Objectives:**

Our goal was to test the effect of the SGLT2 inhibitor ertugliflozin on mitochondrial gene expression and function in myocardium and isolated mitochondria from non-diabetic mice with dilated cardiomyopathy due to cardiac-specific over-expression of Gαq.

**Methods:**

Gαq and wild type (WT) littermates 4 weeks of age were treated for 16 weeks with or without the SGLT2 inhibitor ertugliflozin (ERTU) formulated in the chow (0.5 mg/g chow).

**Results:**

From weeks 4 to 20, Gαq mice developed progressive cardiac hypertrophy, dilation, contractile dysfunction, myocyte apoptosis and interstitial fibrosis – all of which were prevented by ERTU treatment. Isolated cardiac mitochondria from Gαq mice had decreased maximal ATP production and increased ROS release - both of which were normalized by ERTU. In isolated beating hearts from Gαq mice, contractile reserve and high energy phosphates measured simultaneously by ^31^P NMR spectroscopy were decreased - and both were improved by ERTU. In Gαq mice, marked suppression of myocardial gene programs for oxidative phosphorylation and fatty acid metabolism was reversed by ERTU.

**Conclusions:**

The SGLT2 inhibitor ERTU corrected the expression of myocardial gene programs for oxidative phosphorylation and fatty acid metabolism, and was associated with increased production of ATP, decreased release of mitochondrial ROS, and amelioration of the consequences of mitochondrial dysfunction on myocardial structure and function.

## Highlights

• Mitochondrial dysfunction is a hallmark of the failing heart.
• Overexpression of Gαq in mice causes heart failure and mitochondrial dysfunction.
• Gαq mice were treated with the SGLT2 inhibitor ertugliflozin for 16 weeks.
• Ertugliflozin prevented structural remodeling and mitochondrial dysfunction.
• Ertugliflozin corrected adverse programing of cardiac metabolic genes.

## Non-standard abbreviations and acronyms

SGLT2: sodium-glucose linked transporter 2
DCMP: diabetic cardiomyopathy
ERTU: ertugliflozin
NMR: nuclear magnetic resonance
OXPHOS: oxidative phosphorylation
FAM: fatty acid metabolism
LVH: left ventricular hypertrophy
ROS: reactive oxygen species
HOMA-IR: homeostasis model assessment of insulin resistance
4-HNE: 4-hydroxynonenal
KH: Krebs-Henseleit
LVDevP: left ventricular developed pressure
LVSP: left ventricular systolic pressure
LVEDP: left ventricular end diastolic pressure
PCr: phosphocreatine
Pi: inorganic phosphate
RPP: rate pressure product
GSEA: gene set enrichment analysis
GO: gene ontology
NES: normalized enrichment score
FDRq: false-discovery rate corrected *p*-value
EDD: end diastolic dimension
ESD: end systolic dimension
FS: fractional shortening
CSA: cross-sectional area

## 1 Introduction

In failing myocardium, mitochondrial dysfunction leads to impaired ATP production and elevated levels of reactive oxygen species (ROS) [1]. Decreased energy production contributes to abnormalities in ATP-dependent processes including, but not limited to, contraction and relaxation. Increased production and release of mitochondrial ROS plays a central role in mediating multiple aspects of structural and functional remodeling including myocyte hypertrophy, myocyte apoptosis, interstitial fibrosis and post-translational protein modification [2,3].

SGLT2 inhibitors have had a dramatic impact on the treatment of heart failure in the presence or absence of diabetes [4,5]. While it appears that these drugs improve cardiac structural and functional remodeling in the absence of diabetes [[6], [7], [8], [9]], the targets and mechanism(s) of action remain unclear [10,11]. Recently, we found that mice treated with a SGLT2 inhibitor demonstrated marked upregulation of cardiac metabolic genes that promote oxidative phosphorylation and fatty acid metabolism [12]. While the goal of that work was to determine the effect of SGLT2 inhibition in a model of diabetic cardiomyopathy caused by diet excess, a noteworthy finding was that pro-metabolic programming of the heart by the SGLT2 inhibitor also occurred in non-diabetic control mice, indicating that it was independent of diabetes [12]. Taken together, these observations led to our hypothesis that, independent of diabetes, SGLT2 inhibition would cause pro-metabolic programming of the failing heart, thereby leading to improved mitochondrial function and amelioration of aspects of the phenotype that are due to deficient ATP production and/or excessive ROS production.

To test this hypothesis, we studied mice with cardiac-specific Gαq-overexpression, a robust model of non-diabetic heart failure with a reduced ejection fraction (HFrEF). Gαq transduces stimuli, including mechanical strain and neurohormones, that cause pathological remodeling of the heart [13,14]. Transgenic mice with cardiac-specific over-expression of Gαq have proven valuable in understanding the signaling cascades that lead to myocyte hypertrophy and apoptosis [14,15]. These mice develop progressive LV dilation and systolic failure, with hypertrophy and marked apoptosis of cardiac myocytes [15,16]. The hearts of Gαq mice are under increased oxidative stress [16,17] which mediates, in part, many of the cardinal features of the phenotype including myocyte hypertrophy, myocyte apoptosis and interstitial fibrosis - as all are prevented by transgenic overexpression of the antioxidant enzyme catalase in the cytosol [16] or mitochondria [18]. A role for Gαq in determining mitochondrial function is supported by the co-localization of Gαq with mitochondrial membranes [19], and the observation that cardiac myocyte-specific overexpression of Gαq is associated with reprogramming of mitochondrial gene expression and impaired mitochondrial function that contribute to pathologic hypertrophy [17].

## 2 Methods

### 2.1 Experimental animals

Experiments were performed in cardiac-specific Gαq-overexpressing male mice and wild type controls [15], as we have previously described [16]. Body weight and food consumption were measured weekly. Fasting blood glucose was measured in whole blood collected from the tail vein following an overnight fast using a ContourNext glucometer as per the manufacturer's instructions. The protocol was approved by the Institutional Animal Care and Use Committee at Boston University School of Medicine.

### 2.2 Study design

In preliminary experiments, LV myocardium from wild type (WT) and Gαq-overexpressing (Gαq) mice at 4 and 20 weeks of age (*n* = 4 per group) was isolated and subjected to RNA sequence analysis. In the primary experiments, mice at 4 weeks of age were randomized to chow formulated (Research Diets, New Brunswick, NJ) with or without ertugliflozin (ERTU; Merck; 0.5 mg/g of chow), which was continued for 16 weeks, to create four treatment groups each consisting of at least 20 mice as follows: Group 1) WT / control diet (CD); Group 2) Gαq / CD; Group 3) WT / ERTU; and Group 4) Gαq / ERTU. All mice had echocardiograms at 0, 4, 8, 12 and 16 weeks of treatment. From each of the four treatment groups, mice were allocated to one of three types of studies: 1) isolation of mitochondria for measurement of ATP and ROS; 2) tissue for histology and RNA sequencing; or 3) perfused heart studies. There was no overlap of mice used in the three types of studies. The number of mice allocated to each type of study is shown in the Results and Figure legends. Echo data are presented only for those hearts that were successfully used in experiments.

### 2.3 Echocardiography

Two-dimensional and M-mode echocardiography were used to measure cardiac function and dimensions using an Acuson Sequoia C-256 echocardiograph machine equipped with a 15-mHz Model 15L8 transducer, as previously described [16].

### 2.4 Myocardial histology

A piece of LV from each mouse was fixed in 10 % buffered formalin and then embedded in paraffin, sectioned, stained and analyzed, as previously described [16]. In brief, myocyte cross-sectional area was measured in sections stained with hematoxylin and eosin, examined under a light microscope (BX40, Olympus) in 60 myocytes from 10 random fields taken from 2 sections per animal. Apoptosis was assessed using the In Situ Cell Death Detection Fluorescein Kit (Roche Applied Sciences) according to manufacturer's instructions. LV sections were incubated with a reaction mixture containing terminal deoxynucleotidyl transferase and fluorescein-labeled dUTP. Cardiomyocytes were identified by labeling sections with mouse anti-α-sarcomeric actin monoclonal antibody (Sigma-Aldrich) and goat anti-mouse IgG conjugated TRITC (Sigma). Nuclei were identified by Hoechst 33258 stain. Samples were analyzed under a fluorescence microscope (Diaphot 300, Nikon). Cardiomyocyte nuclei were determined by random counting for 10 fields per section in 4 sections per animal. The number of apoptotic nuclei was calculated per 10,000 cardiomyocytes. Fibrosis was assessed by staining sections with the Picrosirius Red Kit (Polysciences). Stained sections were examined under a light microscope (BX40, Olympus). Mean percentage of fibrosis was quantified from 10 random fields taken from 2 sections per animal using NIH ImageJ software. 4-hydroxynonenal (4-HNE) immunohistochemical staining was performed by blocking sections with 10 % goat serum in PBS, then incubating sections with mouse anti-4-HNE monoclonal antibody (Percipio Biosciences), and then incubating with goat biotin-conjugated anti-mouse IgG (Vector Laboratories). Sections were incubated with avidin and biotinylated horseradish peroxidase macromolecular complex (Vector Laboratories) and stained with 3-amino-9-ethylcarbazole (Vector Laboratories) and hematoxylin (Vector Laboratories). Samples were examined under a light microscope (BX40; Olympus) in 2 sections of each heart from 10 color images randomly selected and photographed at a magnification of 40×. Area and intensity were blindly scored for quantification as follows: 0, no visible staining; 1, faint staining; 2, moderate staining; and 3, strong staining.

### 2.5 ATP and H_2_O_2_ production in isolated mitochondria

LV tissue was homogenized and a crude extract of intact mitochondria was prepared with a 2-step centrifugation and mitochondrial H_2_O_2_ production and ATP synthesis were measured, as previously described [20]. In brief, mitochondrial H_2_O_2_ production was measured with Amplex Ultra Red horseradish peroxidase fluorescence method (Invitrogen) using pyruvate (5 mM) and malate (5 mM) as substrates for catalase-inhibited H_2_O_2_ production. H_2_O_2_ production was determined from the slope of the increase in fluorescence (excitation wavelength 545 nm, emission wavelength 590 nm) over a 20-minute period with measurements every 30 s (Tecan M1000 Pro multimode plate reader, room temperature, 10 μg of protein per well).

Maximal ATP synthesis was measured via a luciferin/luciferase-based ATP bioluminescence assay kit (Roche), also using pyruvate and malate as substrates for the oligomycin-sensitive ATP synthesis reaction. ATP production was determined using the initial slope of the increase in ATP-supported luciferase chemiluminescence (~40–60 s, measuring every 6 s) after accounting for background and non-mitochondrial ATP values (Tecan M1000 Pro multimode plate reader, room temperature; 10 μg of protein per well).

### 2.6 LV contractile function and high-energy phosphates in beating hearts

LV contractile function was assessed using a Langendorff heart preparation, as previously described [21]. Briefly, hearts were perfused at a constant pressure of 80 mmHg with Krebs-Henseleit buffer containing glucose (10 mM) and pyruvate (0.5 mM), and coronary flow rates were measured. A water-filled balloon was placed in the LV to measure LV pressure and adjust LV volume. Perfused hearts were placed in a 9.4 T superconducting magnet and maintained at 37 °C throughout the protocol. Hearts paced at 450 bpm were stabilized for 30 min, then balloon volume was adjusted to reach an end diastolic pressure of 8–9 mmHg and held constant during the remainder of the protocol. LV developed pressure was calculated by subtracting diastolic pressure from systolic pressure. LV work demand was changed by increasing the pacing rate from 450 to 600 bpm and by increasing the concentration of CaCl_2_ in the Krebs-Henseleit buffer from 2 to 4 mM. Work performed was calculated by multiplying the developed pressure by heart rate. High energy phosphates (ATP, phosphocreatine and inorganic phosphate) were measured simultaneously using ^31^P nuclear magnetic resonance spectroscopy, as we have previously described [22].

### 2.7 RNA isolation and sequencing

RNA was isolated from frozen LV, sequenced and analyzed as previously described [12]. In brief, LV from 4 to 5 hearts per treatment group was homogenized, and mRNA extracted with the RNeasy Universal Mini kit (Qiagen) according to the manufacturer's instructions. The Boston University Microarray and Sequencing Resource Core Facility performed RNA quantity and quality measurements, library preparation, and RNA sequencing. RNA integrity was confirmed via RNA Pico assay for total RNA Bioanalyzer QC analysis (Agilent). Sequencing libraries were generated using the NEBNext Ultra II RNA Kit with poly(A) selection and run on an Illumina NextSeq 2000 platform with 100-bp paired-end reads. FASTQ files were aligned to mouse genome build mm10 using STAR (version 2.6.0c) (Dobin et al., 2013). Ensembl-Gene-level counts for nuclear-encoded genes were generated using featureCounts (Subread package, version 1.6.2) and Ensembl annotation build 100 (uniquely aligned proper pairs, same strand). FASTQ quality was assessed using FastQC (version 0.11.7), and alignment quality was assessed using RSeQC (version 3.0.0). Variance-stabilizing transformation (VST) was accomplished using the varianceStabilizingTransformation function in the DESeq2 R package (version 1.32.0) (Love et al., 2014). Differential expression was assessed using the Wald test implemented in the DESeq2 R package. Correction for multiple hypothesis testing was accomplished in DESeq2 using the Benjamini-Hochberg false discovery rate (FDR) after excluding genes with low overall expression using the “independent filtering” step (the default behavior in DESeq2). All analyses were performed using the R environment for statistical computing (version 4.1.2).

### 2.8 GeneSet enrichment analysis

Gene Set Enrichment Analysis (GSEA; version 2.2.1) [23] was used to identify biological terms, pathways and processes that are coordinately up- or down-regulated with respect to experimental variables, as we have described [12]. In brief, the Entrez Gene identifiers of all genes in the Ensembl Gene annotation were ranked by the Wald statistic computed for each effect in each two-factor model and for each pairwise comparison. Ensembl Genes matching multiple mouse Entrez Gene identifiers were excluded prior to ranking, so that the ranked list represents only those Entrez Gene IDs that match exactly one Ensembl Gene. Each ranked list was then used to perform pre-ranked GSEA analyses (default parameters with random seed 1234) using the Entrez Gene versions of the mouse Hallmark (MH) and Gene Ontology (GO) (M5) gene sets collections obtained from the Molecular Signatures Database (MSigDB), version 2024.1.Mm [23].

### 2.9 KEGG pathway visualization

When DESeq2 was used to perform Wald tests with each two-factor model, log2 fold change values were also computed for each effect in each model. These log2 fold change values were used as input to KEGG (https://www.genome.jp/kegg/) as follows: first, the values for any genes that were not well-expressed (i.e., did not pass the independent filtering step) were excluded; then, the remaining log2 fold change values were averaged together for each object (i.e., gene product or EC number) in a given KEGG pathway; finally, the mean log2 fold change values were converted to color gradations using the KEGG Mapper Color tool in Min-Mid-Max mode, assigning blue, white and red to values of ≤−1, 0 and ≥+1, respectively. Objects that were not associated with any genes (or were associated with mitochondrially encoded genes) were excluded from visualization.

### 2.10 Data availability

The data discussed have been deposited in NCBI's GEO [24] and are accessible through GEO Series accession number GSE276290 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE276290).

### 2.11 Statistical analysis

All data are presented as mean ± SEM. Significance was determined using a 1-way ANOVA with Bonferroni correction for multiple comparisons. GraphPad Prism 9 software was for used statistical analysis. A *p* < 0.05 was considered significant.

## 3 Results

### 3.1 Body weight and fasting glucose

In wild type mice ERTU treatment mildly decreased body weight at 20 weeks of age (after 16 weeks of treatment) and caused a similar non-significant trend in Gαq mice (Suppl. Fig. 1A). ERTU treatment had no effect on fasting blood glucose levels at 20 weeks of age in either genotype (Suppl. Fig. 1B).

### 3.2 ERTU treatment arrests Gαq-induced structural remodeling and contractile dysfunction (Fig. 1A-E; and Suppl. Fig. 2)

Gαq mice developed pathologic cardiac remodeling with LV dilation, thinning and contractile dysfunction. At 4 weeks of age, prior to initiation of ERTU treatment, heart rate was decreased, LV end-diastolic dimension (EDD) and end-systolic dimension (ESD) were increased, and wall thickness and fractional shortening were decreased in Gαq animals compared to wild type littermate controls (*p* < 0.001 for all). Over the ensuing 16 weeks, Gαq hearts continued to dilate and fail further, as evidenced by increases in EDD and ESD, and a further decrease in fractional shortening. ERTU treatment, which was started at 4 weeks of age, arrested LV dilation, thinning and contractile failure in Gαq animals, but had no effect on heart rate.

**Fig. 1:**
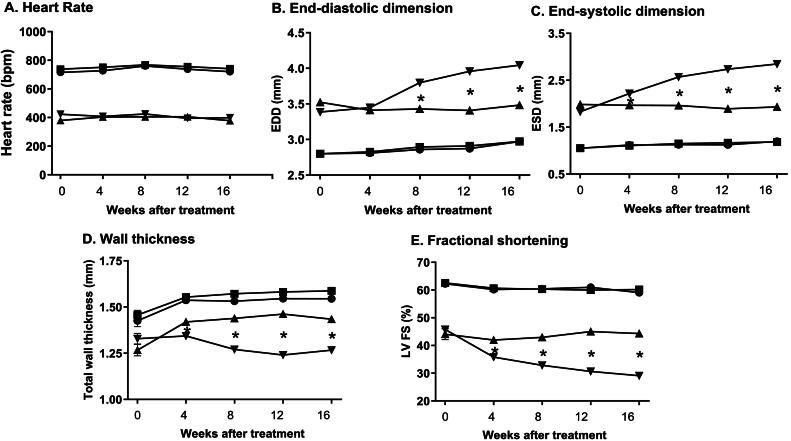
ERTU prevents left ventricular (LV) dilation, wall thinning and systolic failure in Gαq mice. Beginning at 4 weeks of age (0 weeks after treatment in all panels), wild type (WT) and cardiac-specific Gαq-overexpressing mice were randomized to chow formulated with ertugliflozin (ERTU; 0.5 mg/g of chow) or control diet without ERTU (CD). Over the subsequent 16 weeks, Gαq mice exhibited decreased heart rate (Panel A), progressive LV dilation (Panels B and C) with LV wall thinning (Panel D) and a decrease in LV fractional shortening (Panel E) as assessed by echocardiography. Treatment with ERTU prevented LV dilation, wall thinning and progressive systolic dysfunction. Data presented as mean ± SEM; *n* = 10–16 mice/group); * = *p* < 0.001 Gαq vs. Gαq ERTU. ■ = WT / CD, ● = WT / ERTU, ▼ = Gαq / CD, ▲ = Gαq / ERTU. Individual mouse data at 16 weeks of treatment are shown in Suppl. Fig. 2.

### 3.3 ERTU treatment prevents the development of apoptosis, myocyte hypertrophy and fibrosis in Gαq mice

Apoptosis, a cardinal feature in the Gαq heart, was markedly increased in Gαq control hearts as assessed by TUNEL staining, and the increase was prevented by ERTU treatment (Fig. 2A). Hypertrophy of cardiac myocytes, another cardinal feature of the Gαq heart, was present in Gαq control hearts, and was prevented at 16 weeks of ERTU treatment (Fig. 2B). Likewise, interstitial fibrosis, measured by picrosirius red staining, was increased in Gαq control hearts, and the increase was prevented by ERTU treatment (Fig. 2C).

**Fig. 2:**
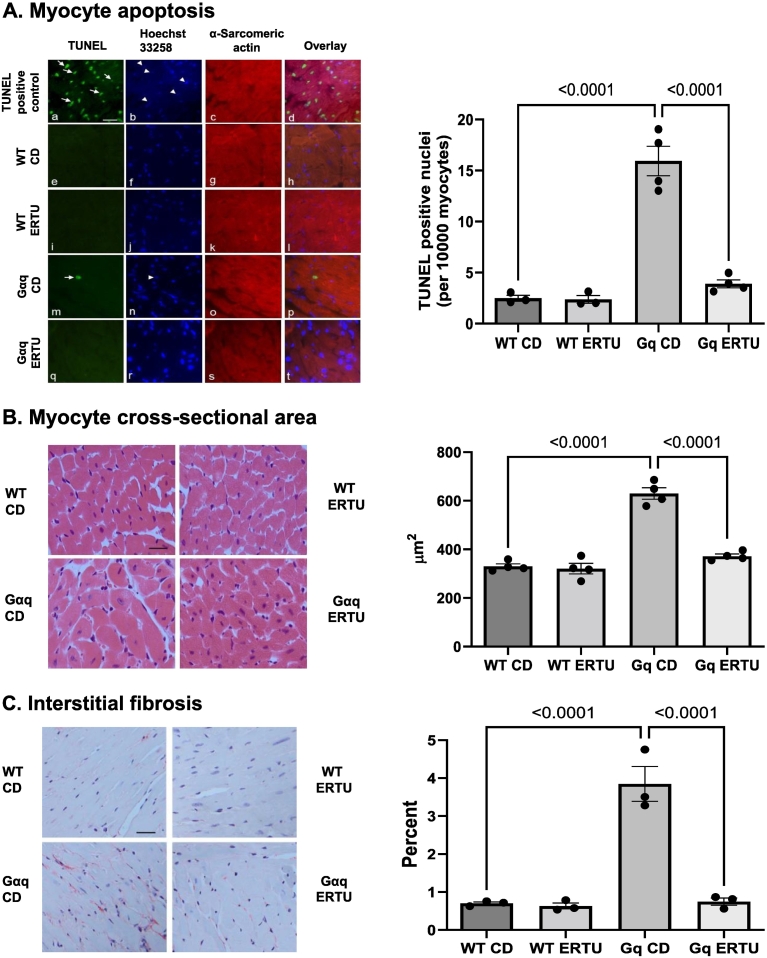
ERTU prevents myocyte apoptosis and cellular remodeling. WT and Gαq mice were sacrificed for histologic analysis after 16 weeks of treatment. Gαq mice exhibited marked myocyte apoptosis, myocyte hypertrophy and interstitial fibrosis, all of which were prevented in ERTU-treated hearts. Panel 2A. Myocyte apoptosis was assessed by TUNEL staining: Apoptotic nuclei (arrows) are shown by green fluorescence in Panels a, e, i, m and q. Nuclei (arrowheads) stained by Hoechst 33258 are shown in blue in Panels b, f, j, n and r. Cardiomyocytes identified by the overlays in Panels d, h, l, p and t allow identification of apoptotic nuclei present in myocytes. Panel 2B. Myocyte hypertrophy was assessed by measurement of cross-sectional areas. Panel 2C. Interstitial fibrosis was assessed by picrosirius red staining. Data are presented as mean ± SEM; *n* = 3–4 mice/group. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

### 3.4 ERTU treatment prevents mitochondrial dysfunction and oxidative stress in Gαq mice

Mitochondrial function was assessed in myocardial mitochondria isolated after 16 weeks of treatment. Maximal ATP production was decreased in Gαq mitochondria, and the decrease was prevented by ERTU treatment (Fig. 3A). Conversely, H_2_O_2_ release was increased in myocardial mitochondria isolated from Gαq mice and was prevented by ERTU treatment (Fig. 3B). In parallel studies, the myocardial level of 4-HNE, a marker of tissue oxidative stress, was markedly increased in Gαq hearts and the increase was prevented by ERTU treatment (Fig. 3C, D).

**Fig. 3:**
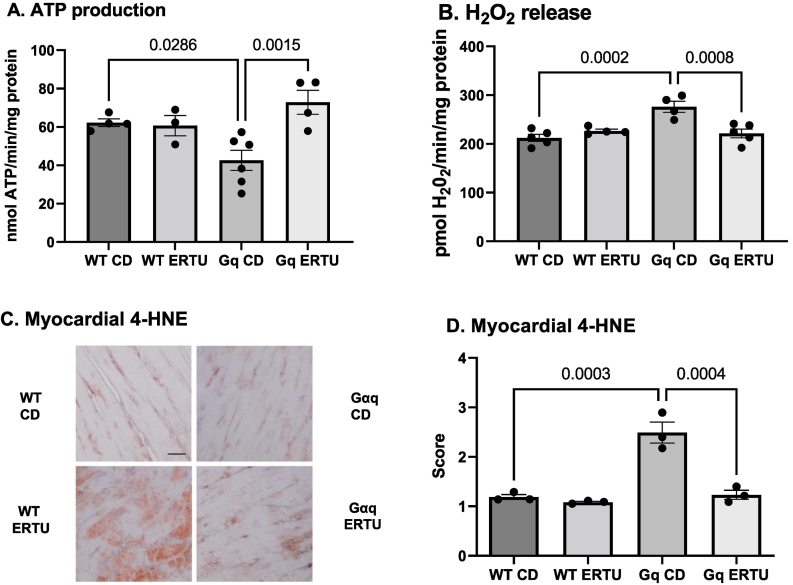
ERTU prevents mitochondrial dysfunction and myocardial oxidative stress in Gαq mice. In cardiac mitochondria isolated from LV of Gαq mice after 16 weeks of treatment, ATP production was decreased (Panel A) and H_2_O_2_ release was increased (Panel B). Both ATP production and H_2_O_2_ release were normalized by ERTU treatment. Consistent with the increased H_2_O_2_ release, myocardial oxidative stress, as assessed by immunohistochemical staining for 4-hydroxynonenal (4-HNE), was increased in Gαq mice, and the increase was prevented by ERTU treatment. Shown are representative images of 4-HNE staining (Panel C; scale bar = 25 μm), and the mean scoring for 4-HNE staining (Panel D). Data presented are mean ± SEM; *n* = 4–6 mice/group for Panels A and B, and 3 mice/group for Panel D.

### 3.5 ERTU treatment improves contractile reserve and energetics in Gαq hearts

Myocardial contractile reserve and high energy phosphates were measured in beating hearts at baseline and with increased work demand. Hearts from Gαq mice had decreased contractile reserve, as reflected by the RPP, both at baseline and at high work demand (Fig. 4 and Table 1). ERTU treatment prevented the decrease in RPP at baseline and partially prevented the decrease at high work demand.

**Fig. 4:**
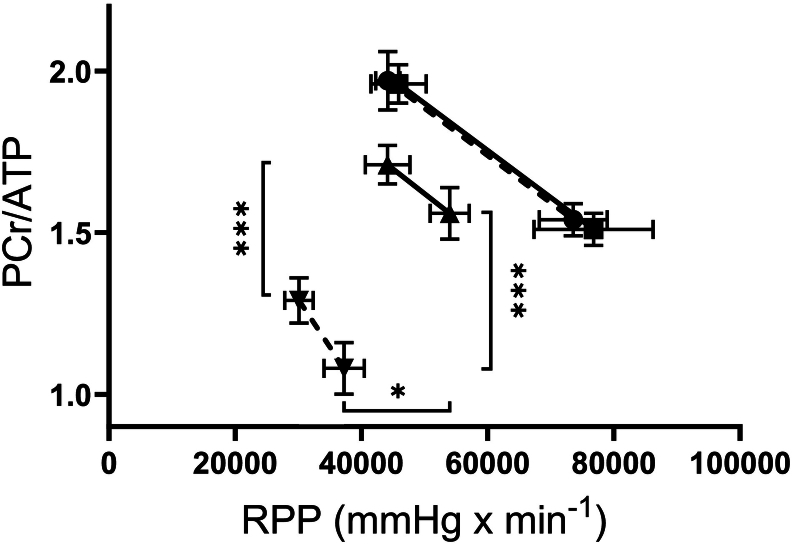
Effect of ERTU on myocardial high energy phosphates and cardiac contractile reserve. After 16 weeks of treatment, phosphocreatine (PCr) and ATP were measured by ^31^P NMR simultaneously with contractile function in isolated beating hearts while increasing work demand by raising the pacing rate and the concentration of calcium in the perfusate. Contractile reserve was assessed as the change in rate X pressure product (RPP) with increased work demand. In hearts from Gαq mice (▼, dashed line) RPP failed to increase with increased work demand and was associated with depressed levels of PCr/ATP both with basal and increased work demand. In hearts from Gαq mice, ERTU treatment (▲, solid line) increased RPP and PCr/ATP at all levels of work demand thereby shifting the relationship between RPP and PCr/ATP upward and to the right, indicative of improved energy balance at higher levels of contractile performance. In wild type mice (■, solid line), ERTU (●, dashed line) had little effect. *** = 0.001; ** = 0.01, * = 0.05; data presented as mean ± SEM; *n* = 5–7 mice/group). See also Table 1.

**Table 1:** Effect of ERTU on isolated beating heart function and myocardial energetics.

	WT (*n* = 7)		WT ERTU (n = 5)		Gαq (n = 7)		Gαq ERTU (*n* = 6)	
	BL	Peak	BL	Peak	BL	Peak	BL	Peak
End-diastolic pressure (mmHg)	8.9	12.4	8.8	12.3	9.9	26.4	9.0	15.7
	± 0.1	± 1.3	± 0.3	± 1.5	± 0.5	± 6.4^⁎⁎^	± 0.2	± 1.3^#^
End-systolic pressure (mmHg)	111.6	154.7	110.8	153.8	76.8	88.6	107.2	105.7
	± 8.3	± 24.2	± 9.6	± 27.1	± 4.6	± 5.9^⁎⁎^	± 7.8	± 5.7
Developed pressure (mmHg)	98.7	122.7	102.0	128.0	66.9	62.1	98.2	90.0
	± 4.2	± 9.0	± 9.7	± 15.5	± 4.9^⁎^	± 5.3^⁎⁎⁎^	± 7.9^#^	± 4.9^#^
RPP (10^3^ mmHg/min)	44.2	73.6	45.9	76.8	30.1	37.3	44.2	54.0
	± 1.9	± 5.4	± 0.7	± 0.45	± 2.2	± 3.2^⁎⁎⁎^	± 3.5	± 2.9^#^
Coronary flow (ml/min)	2.49 ± 0.10	3.01 ± 0.10	2.60 ± 0.13	3.19 ± 0.15	3.17 ± 0.16^⁎⁎^	3.77 ± 0.13^⁎⁎⁎^	3.43 ± 0.16^⁎⁎^	3.95 ± 0.14^⁎⁎^
PCr/ATP	1.97 ± 0.09	1.54 ± 0.05	1.95 ± 0.05	1.51 ± 0.05	1.29 ± 0.06^⁎⁎⁎^	1.08 ± 0.07^⁎⁎⁎^	1.71 ± 0.05^###^	1.54 ± 0.08^###^

Contractile function and high energy phosphates (^31^P NMR spectroscopy) were measured simultaneously in isolated retrograde-perfused Langendorff hearts. At baseline (BL) hearts were paced at 450 beats per minute and perfused with 2 mM CaCl_2_. At high workload (Peak) hearts were paced at 600 beats per minute and perfused with 4 mM CaCl_2_. Data are presented as mean ± SEM (* p < 0.05, ** p < 0.01 and *** p < 0.001 vs. WT at corresponding workload; # *p* < 0.05, ## *p* < 0.01and ### *p* < 0.001 vs. Gαq at corresponding workload; n = 5–7 mice per condition as noted.

PCr and the PCr/ATP ratio were decreased in Gαq control hearts compared to wild type hearts, both at baseline and with high work demand (Fig. 4 and Table 1). In Gαq hearts, ERTU treatment partially restored the PCr and the PCr/ATP ratio at baseline and prevented the decrease with high work demand. The relationship between PCr/ATP and RPP, which reflects overall energetic performance, was markedly depressed in Gαq hearts, and was shifted upward and rightward by ERTU, indicating improved energy balance at higher levels of contractile performance. In wild type hearts, ERTU treatment had no effect on the relationship between PCr/ATP and RPP.

### 3.6 Depressed expression of metabolic genes in Gαq mice is partially corrected by ERTU

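LV myocardium was sequenced from male wild type (WT) mice and from mice that overexpress Gαq, the α subunit of a heterotrimeric G protein, in cardiac myocytes. Each genotype was sampled at 4 and 20 weeks of age, with 4 mice per group and 16 mice in all. The authors prepared poly(A)-selected libraries, aligned the paired-end reads to mouse genome build mm10 with STAR, and counted uniquely aligned proper pairs on the same strand for each nuclear-encoded Ensembl gene with featureCounts. They deposited these counts without normalization for 55450 genes, together with log2-scale values made from the same counts with the variance-stabilizing transformation (VST) of DESeq2. Genes of the mitochondrial genome were not counted. The total count per mouse was between 19820832 and 25122813 in WT mice at 4 weeks (median 24350100) and between 20278689 and 26991920 in Gαq mice at 4 weeks (median 23641500). At 20 weeks it was between 23693067 and 25391646 in WT mice (median 24463500) and between 20562089 and 27572201 in Gαq mice (median 25854100). The 10 genes with the most counts held between 11.0% and 13.1% of the counts of a mouse. Over the 24 pairs of mice within a group, the chi-square per gene was between 5.89 and 40.4, so no pair differed by sampling noise alone and each mouse was kept as a replicate. Starting from the counts, libraries were scaled by the TMM method of edgeR, and the 16786 genes that passed its filterByExpr step were tested with its quasi-likelihood test. The effect of genotype came from a model with genotype and age, and the comparison at each age from a model with a mean for each of the 4 groups. Of the tested genes, 85.6% had at least 10 counts in every mouse. Gene coordinates were taken from GENCODE annotation of GRCm38, the assembly named mm10 in the paper.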

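Gnaq (ENSMUSG00000024639) encodes the overexpressed protein and lies on chromosome 19 of GRCm38 from 16132831 to 16387463. Its TMM-normalized abundance in CPM was 478 ± 438 (SD, n = 4) in WT mice and 22785 ± 1822 (SD, n = 4) in Gαq mice at 4 weeks. At 20 weeks it was 345 ± 312 (SD, n = 4) in WT mice and 11459 ± 1160 (SD, n = 4) in Gαq mice. WT mice ranged from 57.2 to 802 CPM with the exception of a 4-week mouse at 1095, and the lowest Gαq mouse was at 9927, so the genotype labels and the Gnaq counts matched in all 16 mice. The log2 fold change for genotype was 5.31 (standard error 0.48, adjusted p = 1.4e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each mouse left out in turn, it stayed between 5.13 and 5.72. Genotype changed 4333 of the 16786 tested genes (25.8%) at an adjusted p under 0.05, of which 2126 were upregulated and 2207 downregulated in Gαq mice. With the Wald test of DESeq2, the test named in the paper, 4605 genes passed. At 4 weeks 1621 genes differed between genotypes, 827 upregulated and 794 downregulated, and at 20 weeks 3919 genes differed, 1957 upregulated and 1962 downregulated. An unadjusted p under 0.05 was found for 5981 genes for genotype.

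**Figure D1:**
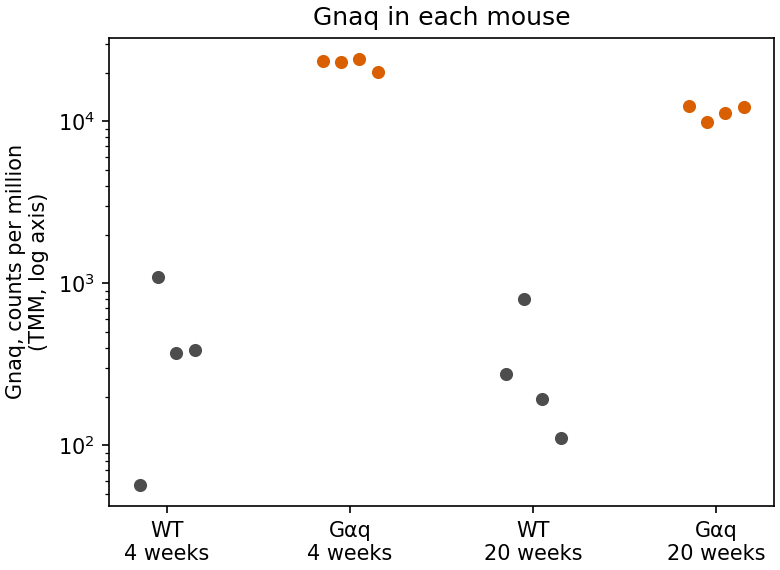
Gnaq in TMM-normalized CPM (library-scaled counts) on a log axis, 1 point per mouse and 4 mice per group. The 8 Gαq mice sit between 9927 and 24264, and the WT mice between 57.2 and 1095.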

In preliminary studies, mRNA isolated from the hearts of wild type and Gαq mice at 4 and 20 weeks of age was subjected to RNA sequencing, and the significance of each gene was determined with respect to each effect in a model of expression as a function of genotype and timepoint, or the comparison between Gαq and wild type at each timepoint. Gene Set Enrichment Analysis (GSEA) was then used to determine which gene sets from the Gene Ontology (GO) and Hallmark collections of the Molecular Signatures Database (MSigDB, v2024.1.Mm) demonstrated significant coordinate up- or down-regulation with respect to each model effect or pairwise comparison. This analysis identified 294 gene sets that were significantly coordinately up- or down-regulated with respect to genotype after correcting for timepoint (FDR *q* < 0.05) (Supplementary File 1); of these, 186 were also significant (FDR *q* < 0.05) in the same direction for the comparison between Gαq and wild-type at 4 weeks, and 260 were significant at 20 weeks. 

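The collections of MSigDB were not used here. In their place, the 605 mouse Reactome gene sets that come with the fgsea package and hold 15 to 500 tested genes were tested against the genes ranked by the signed quasi-likelihood statistic. For genotype, 58 sets had an adjusted p under 0.05 from the gene permutation of fgsea with Benjamini-Hochberg adjustment, 29 downregulated and 29 upregulated in Gαq mice. Of these, 43 also passed in the same direction at 4 weeks and 53 at 20 weeks. Taken alone, the 4-week comparison gave 28 downregulated and 18 upregulated sets, and the 20-week comparison 28 downregulated and 49 upregulated sets. The count depended most on the kind of test: camera of limma, which allows for the correlation between genes of a set, gave 0 sets for genotype with Benjamini-Hochberg adjustment, and 44 sets at an unadjusted p under 0.05. Gene permutation takes no account of how far mice of a group differ, and 63 of 100 ways of splitting the same mice gave at least as many sets. The 63 include the real split. Among the 24 splits with the genotypes balanced within each age, a count added after the result was seen, 9 gave as many. Only a part of Supplementary File 1 was read, and its 1970 gene sets were all sets with a negative NES for genotype. Sets with a positive NES were not in that part, so counts over it cannot be set against the paper's totals. In the paper's values 235 of the 1970 sets had an FDR q under 0.05. By the paper's values, 160 of the 235 sets also passed in the same direction at 4 weeks and 206 at 20 weeks.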

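The Reactome set with the lowest normalized enrichment score (NES) for genotype was the citric acid cycle and respiratory electron transport, with 121 genes and an NES of -3.15 (adjusted p = 2.5e-31 from gene permutation in fgsea with Benjamini-Hochberg adjustment). Its NES was -2.99 at 4 weeks and -3.12 at 20 weeks. Respiratory electron transport alone, with 65 genes, had an NES of -2.90 for genotype, -2.62 at 4 weeks and -2.98 at 20 weeks. Mitochondrial translation, with 86 genes, followed at -2.73 for genotype, and at -2.26 and -2.79 at the earlier and later age. Pyruvate metabolism and the citric acid cycle, with 40 genes, scored -2.63. Fatty acid, triacylglycerol and ketone body metabolism, with 82 genes, scored -2.37, and mitochondrial fatty acid β-oxidation, with 15 genes, -2.26. All 11 sets with the lowest scores were sets of mitochondrial metabolism, respiration, translation or lipid oxidation, and their members overlap.

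**Figure D2:**
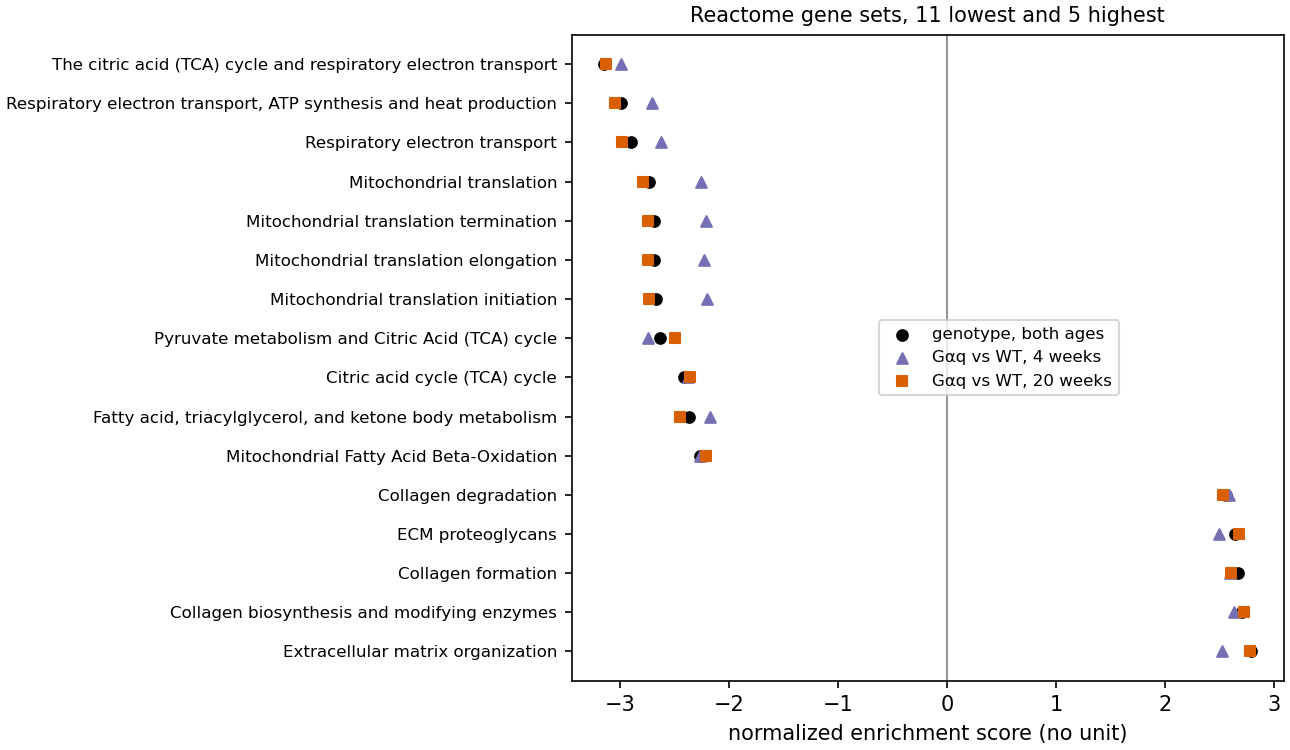
Normalized enrichment scores of the 11 Reactome gene sets with the lowest and the 5 with the highest scores for genotype, with the scores at 4 and 20 weeks. Scores below 0 mean lower expression in Gαq mice, and the lowest, for the citric acid cycle and respiratory electron transport, was -3.15.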

The gene sets with the strongest coordinate downregulation by Gαq were related to mitochondrial structure and/or function, including cellular respiration, oxidative phosphorylation, electron transport and fatty acid oxidation. The expression of the most strongly downregulated (leading edge) genes from two of these pathways, the oxidative phosphorylation and fatty acid metabolism gene sets of the Hallmark collection, is shown in these samples in Fig. 5.

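Membership of the Hallmark sets was not used here, and the genes drawn in the KEGG pathways of Fig. 7 and Fig. 8 stood in for them. Of the 87 nuclear genes of oxidative phosphorylation, 86 were tested, and all 36 genes of fatty acid degradation. The leading edge, the genes that carry the enrichment score, held 64 oxidative phosphorylation genes and 22 fatty acid degradation genes for genotype. The leading edges at 4 and at 20 weeks had 58 oxidative phosphorylation genes and 19 fatty acid degradation genes in common, and 57 and 19 of these were also in the leading edge for genotype. The gene of oxidative phosphorylation with the largest fall was Sdha (ENSMUSG00000021577, chromosome 13 of GRCm38, 74322254 to 74350280), with a log2 fold change for genotype of -0.44 (standard error 0.06, adjusted p = 2.5e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its TMM-normalized CPM was 1547 ± 132 in WT and 1201 ± 65.6 in Gαq mice at 4 weeks, and 1654 ± 108 and 1158 ± 88.2 at 20 weeks (SD, n = 4 per group). Ndufs7 (ENSMUSG00000020153, chromosome 10, 80249121 to 80256794) and Cyc1 (ENSMUSG00000022551, chromosome 15, 76343523 to 76346260) each had a log2 fold change of -0.41. Cox8a (ENSMUSG00000035885, chromosome 19, 7215153 to 7217616) was upregulated, with a log2 fold change of 0.21 (adjusted p = 0.0020 from the same quasi-likelihood test of edgeR). Ndufa11 at 0.05 (adjusted p = 0.527 from edgeR) and Cox8b at 0.02 (adjusted p = 0.910 from edgeR) had the next highest values and did not pass.

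Among the fatty acid degradation genes, Acaa2 (ENSMUSG00000036880, chromosome 18, 74779197 to 74806208) fell most, with a log2 fold change of -1.02 (standard error 0.08, adjusted p = 2.5e-08 from edgeR's quasi-likelihood test). It was at 864 ± 91.1 CPM in WT and 504 ± 13.4 in Gαq mice at 4 weeks, and at 950 ± 63.7 and 397 ± 26.7 at 20 weeks (SD, n = 4 per group). Acadvl (ENSMUSG00000018574, chromosome 11, 70010183 to 70015411) had a log2 fold change of -0.85, and 26.9% of its 50-base stretches also occur in another gene. Cpt2 (ENSMUSG00000028607, chromosome 4, 107903981 to 107923610) had a log2 fold change of -0.84. Acsl6 (ENSMUSG00000020333, chromosome 11, 54303798 to 54364756) at 0.66, Cpt1c (ENSMUSG00000007783, chromosome 7, 44959372 to 44974851) at 0.55 and Aldh7a1 (ENSMUSG00000053644, chromosome 18, 56509687 to 56572951) at 0.22 were upregulated, each with an adjusted p no higher than 0.0023 in edgeR.

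**Figure D3:**
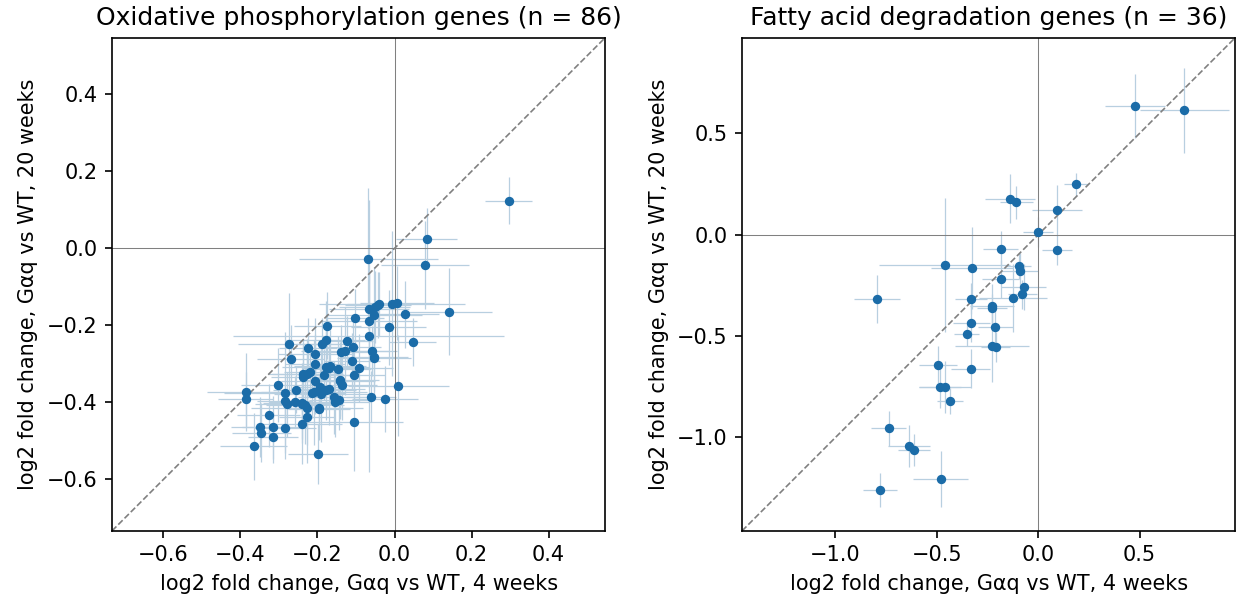
Log2 fold change of each gene between Gαq and WT mice at 4 weeks (horizontal axis) and 20 weeks (vertical axis), for 86 oxidative phosphorylation and 36 fatty acid degradation genes. Bars are standard errors, taken as the size of the log2 fold change divided by the root of edgeR's quasi-likelihood F. The dashed line marks equal values, and points below 0 on both axes were lower in Gαq mice at both ages.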

In the same manner, mRNA from the hearts of wild type and Gαq mice fed either a control diet (CD) or an ERTU diet for 16 weeks was isolated and sequenced, and the significance of each gene was determined with respect to each effect in a model of expression as a function of genotype and diet, or the comparison between ERTU and CD in each genotype. GSEA identified 426 gene sets that were significantly coordinately up- or down-regulated with respect to diet after correcting for genotype (FDR *q* < 0.05) (Supplementary File 2); of these, 132 were also significant (FDR *q* < 0.05) in the same direction for the comparison between ERTU and CD in WT animals, and 107 in Gαq animals. The gene sets with the most significant coordinate upregulation by ERTU were largely the same as those that were downregulated by Gαq and were related to aerobic respiration and fatty acid oxidation. The expression of the leading-edge genes from the oxidative phosphorylation and fatty acid metabolism gene sets of the Hallmark collection is shown in these samples in Fig. 6. GSEA performed for ERTU vs. CD in only the wild-type mice showed significant coordinate up-regulation for gene sets for both oxidative phosphorylation (NES 3.21, *p* < 0.001, q < 0.001) and fatty acid metabolism (NES 2.44, p < 0.001, q < 0.001) (Supplementary File 2).

As a more granular way to visualize these changes in gene expression, the log2 fold changes that were computed for each effect in the model of expression as a function of genotype and diet were used to shade the components of the murine KEGG pathways “oxidative phosphorylation” (Fig. 7) and “fatty acid degradation” (Fig. 8). This confirmed that most genes involved in both pathways were downregulated in Gαq mice (vs. wild type), and conversely, that treatment with ERTU (vs. CD) increased gene expression in both pathways.

**Fig. 5:**
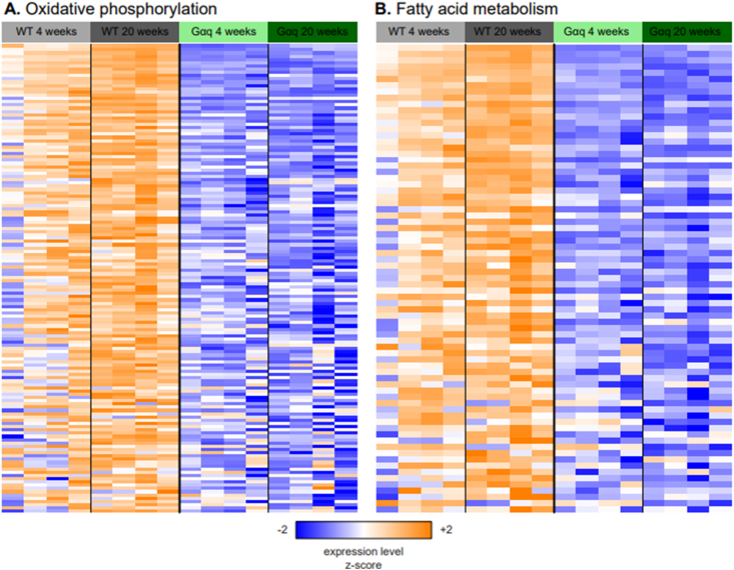
Gαq over-expression suppresses myocardial gene sets associated with mitochondrial function at 4 and 20 weeks of age. Myocardial gene expression was assessed by mRNA sequencing with gene set enrichment analysis (GSEA). Of the most suppressed Gene Ontology (GO) gene sets, most were related to mitochondrial structure and/or function (see also Suppl. File 1 for full gene set listing and statistics). Further analysis by Hallmark GSEA (shown here) indicated that the gene sets for oxidative phosphorylation (OXPHOS; Panel A; NES -3.26, *p* < 0.001, q < 0.001) and fatty acid oxidation (FAO; Panel B; NES -2.83, p < 0.001, q < 0.001) were markedly suppressed at both 4 and 20 weeks of age in Gαq mice. Variance-stabilizing-transformed gene expression values were z-score-normalized (to a mean of zero and standard deviation of one) within each row with blue, white and orange indicating z-scores of ≤−2, 0, and ≥+2, respectively (*n* = 4 mice/group). (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

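The 2 ages were compared gene by gene. Of the genes that differed between genotypes, 1317 did so at both 4 and 20 weeks, 1314 in the same direction and 3 in opposite directions, while 304 passed at 4 weeks only and 2602 at 20 weeks only. Counts at each age do not test a difference between the ages. Tested directly in edgeR, the genotype effect differed between the ages in 35 genes. Of the 86 oxidative phosphorylation genes 0 passed, also over the set alone. Of the 36 fatty acid degradation genes 0 passed over all tested genes and 6 over the set alone. In 1448 genes (8.63%, where chance gives 0.0408%), all 4 Gαq mice lay on one side of all 4 WT mice at both ages. Across genes, which are not independent replicates, the log2 fold changes at 4 and 20 weeks had a Pearson r of 0.667. At 4 weeks 16 of the 86 oxidative phosphorylation genes were downregulated and 1 upregulated at an adjusted p under 0.05 over all tested genes in edgeR, and 27 passed when the adjustment covered the set alone. The median log2 fold change of the set was -0.18. At 20 weeks 61 genes were downregulated and 0 upregulated, 69 passed over the set alone, and the median was -0.33. Complex I had 6 of 37 genes downregulated at 4 weeks and 32 at 20 weeks. Complex II had 2 of 4 downregulated at 4 weeks and all 4 at 20 weeks, and complex III had 4 of 9 and then 8. In complex IV, 1 of 20 genes was downregulated and 1 upregulated at 4 weeks, and 7 were downregulated at 20 weeks. In complex V, 3 of 15 genes were downregulated at 4 weeks and 9 at 20 weeks. For fatty acid degradation, 14 of 36 genes were downregulated and 2 upregulated at 4 weeks (20 over the set alone), with a median of -0.23. At 20 weeks 19 were downregulated and 3 upregulated (26 over the set alone), with a median of -0.32.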

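With the genes of the KEGG pathways ranked by the signed quasi-likelihood statistic, the oxidative phosphorylation genes had an NES of -2.93 for genotype (p = 5.3e-23 from gene permutation in fgsea), -2.67 at 4 weeks and -2.98 at 20 weeks. The fatty acid degradation genes had an NES of -2.30 for genotype (p = 2.6e-07 from gene permutation in fgsea), -2.24 at 4 weeks and -2.33 at 20 weeks. Ranking by log2 fold change moved the score of the oxidative phosphorylation genes most, to -2.41 for genotype. With camera of limma on the model of all mice (n = 16), the oxidative phosphorylation genes had p = 0.0589 at 4 weeks and p = 0.0108 at 20 weeks, and the fatty acid degradation genes p = 0.00387 and p = 0.00298. A score per mouse was also taken, as the mean over the genes of a set of the VST values z-scored across the 16 mice. For oxidative phosphorylation it was 0.364 ± 0.402 (SD, n = 4) in WT and -0.415 ± 0.236 (SD, n = 4) in Gαq mice at 4 weeks, and 0.854 ± 0.108 and -0.802 ± 0.400 at 20 weeks. The difference of -0.778 at 4 weeks had p = 0.0286 in a two-sided exact permutation test, the smallest p that 4 mice against 4 allow, as had the difference of -1.66 at 20 weeks. A WT mouse at 4 weeks lay at 0.965, far from the other 3, which lay between 0.127 and 0.215. For fatty acid degradation the score was 0.245 ± 0.145 in WT and -0.478 ± 0.174 in Gαq mice at 4 weeks, and 0.659 ± 0.0819 and -0.426 ± 0.111 at 20 weeks (SD, n = 4 per group). These differences, -0.723 and -1.08, also had the smallest exact p. From the scores of its Hallmark sets, the paper concludes that genes for oxidative phosphorylation and fatty acid oxidation were suppressed at both ages in Gαq mice.

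**Figure D4:**
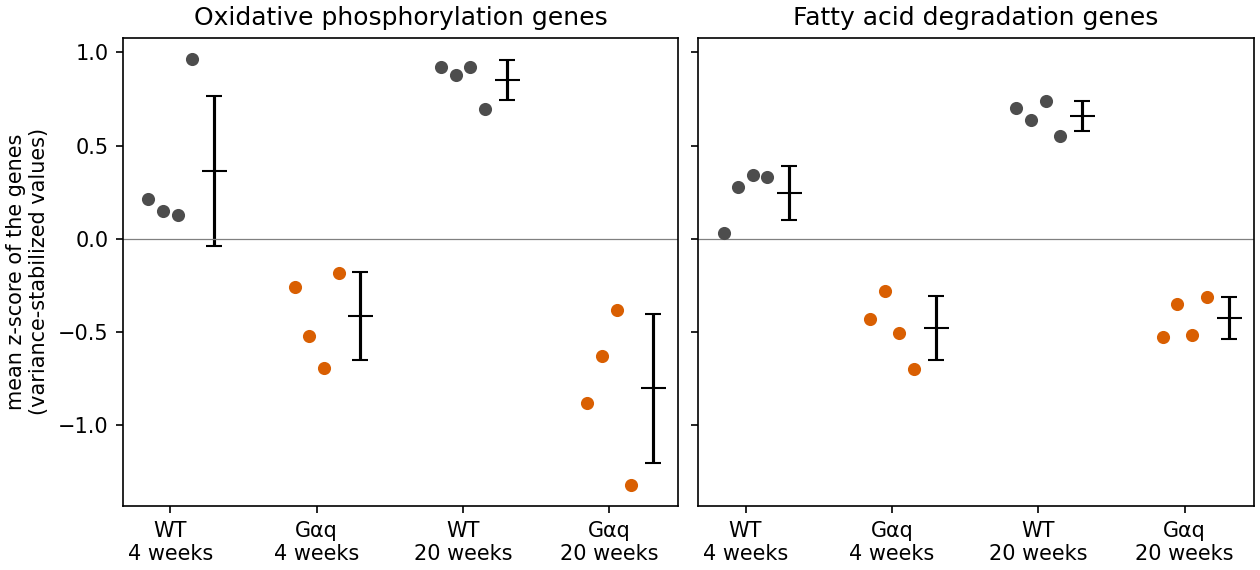
Mean z-score per mouse over the oxidative phosphorylation genes and the fatty acid degradation genes (no unit), with 4 mice per group. Points are mice, and bars are the mean ± SD; every Gαq mouse lies below every WT mouse of its age in both panels.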

**Fig. 6:**
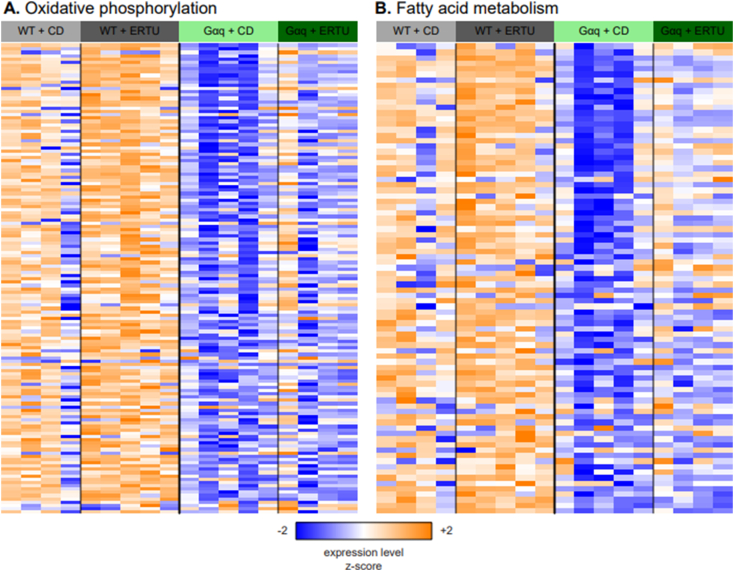
ERTU treatment up-regulates myocardial genes for oxidative phosphorylation and fatty acid metabolism. After 16 weeks of treatment with ERTU, the most enriched GO gene sets were for mitochondrial structure and function (see also Suppl. File 2 for full gene set listing and statistics). Hallmark GSEA showed that ERTU treatment markedly enriched gene sets for oxidative phosphorylation (OXPHOS; Panel A; NES 2.97, *p* < 0.0001, q < 0.0001) and fatty acid metabolism (FAO; Panel B; NES 2.61, p < 0.0001, q < 0.0001). Variance-stabilizing-transformed gene expression values were z-score-normalized (to a mean of zero and standard deviation of one) within each row with blue, white and orange indicating z-scores of ≤−2, 0, and ≥+2, respectively (n = 4–5 mice/group). (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Fig. 7:**
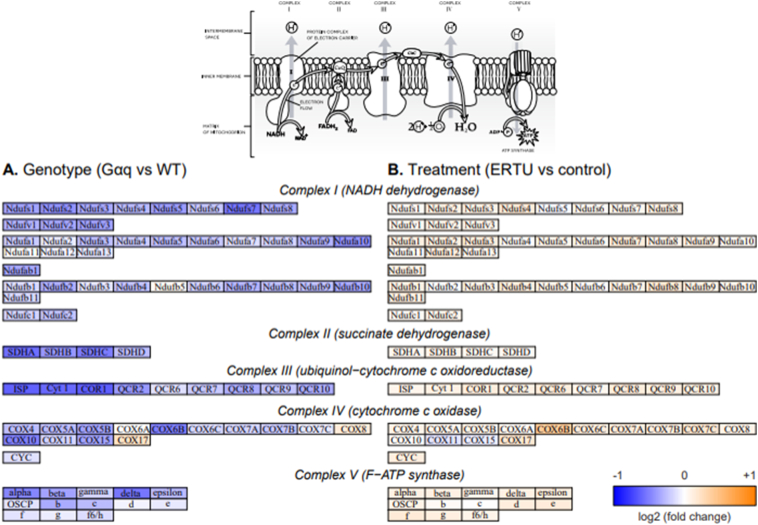
Kegg pathway depiction of mitochondrial genes for oxidative phosphorylation arranged by mitochondrial complex. Panel A depicts the change in gene expression for Gαq vs. wild type mice at 20 weeks of age. Panel B depicts the changes in gene expression for mice at 20 weeks of age treated with ERTU vs. control diet for 16 weeks. Blue, white and orange indicate log2 fold change values of ≤−1, 0 and ≥+1, respectively. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Fig. 8:**
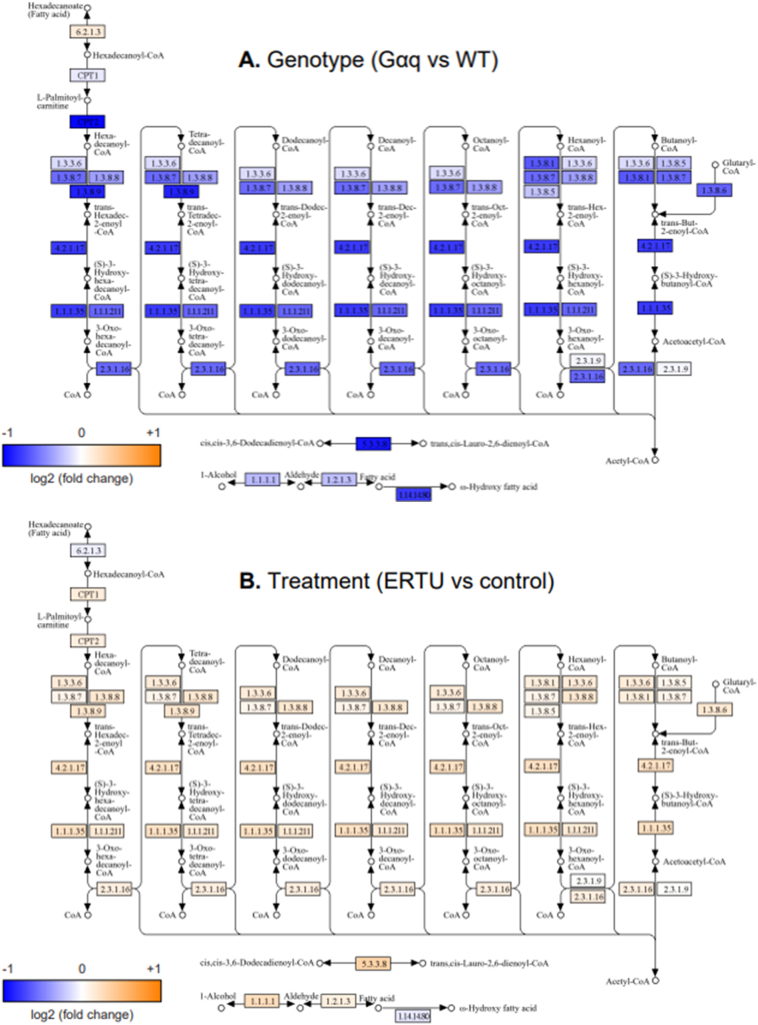
A. Kegg pathway depicting mitochondrial genes for fatty acid degradation for Gαq vs. wild type mice at 20 weeks of age. Blue, white and orange indicate log2 fold change values of ≤−1, 0 and ≥+1, respectively. B. Kegg pathway depicting mitochondrial genes for fatty acid degradation for Gαq vs. wild type mice at 20 weeks of age treated with ERTU vs. control diet for 16 weeks. Blue, white and orange indicate log2 fold change values of ≤−1, 0 and ≥+1, respectively. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

## 4 Discussion

### 4.1 Mitochondrial dysfunction in heart failure

Mitochondrial dysfunction is a central feature of the failing heart leading to depressed production of ATP and excessive release of ROS [1]. We used an SGLT2 inhibitor, ERTU, to counteract metabolic aberrations associated with heart failure and to elucidate the role of mitochondrial dysfunction in the progression of dilated cardiomyopathy in a mouse model with cardiac myocyte-specific overexpression of Gαq. There are three major new findings. First, excessive Gαq signaling caused maladaptive reprogramming of mitochondrial genes at 4 weeks of age. Second, treatment of Gαq mice with the SGLT2 inhibitor led to substantial correction of mitochondrial gene expression that was associated with a) normalization of mitochondrial ATP production, b) restoration of the energetic response to work demand, c) elimination of excessive mitochondrial ROS release, and d) correction of myocardial oxidative stress. Third, ERTU prevented Gαq-stimulated cellular remodeling events (myocyte hypertrophy, myocyte apoptosis, and interstitial fibrosis) and prevented the progression of adverse structural remodeling and contractile failure. Taken together, these observations support the thesis that Gαq-stimulated mitochondrial dysfunction contributes to adverse energetic and structural remodeling.

### 4.2 Gαq mediates adverse myocardial remodeling

Gαq transduces stimuli for many of the signaling cascades that are involved in pathological remodeling with LV hypertrophy, dilation and contractile failure [13,15,16]. Hypertrophy and apoptosis of cardiac myocytes and interstitial fibrosis are prominent features of the Gαq mouse heart that recapitulate the cellular events in dilated cardiomyopathy. Of note, Westenbrink and colleagues showed that mitochondrial dysfunction is an important feature of the Gαq mouse heart that is associated with apoptosis, impaired mitochondrial respiration and abnormalities in mitochondrial gene expression that are mediated, in part, by CaMKIIδ [17]. Gαq proteins localize with mitochondrial membranes where they appear to participate in the regulation of mitochondrial biology and respiratory function via non-canonical Gαq signaling and crosstalk between Gαq and mitochondria [24].

### 4.3 SGLT2 inhibition upregulates metabolic gene expression and function

We previously observed that chronic ERTU administration restored expression of myocardial gene sets for oxidative phosphorylation and fatty acid metabolism; and corrected mitochondrial dysfunction in mice with diet-induced diabetic cardiomyopathy [12]. Notably, the restoration of these pro-metabolic gene sets was not confined to the diabetic state, as SGLT2 inhibition also induced similar effects in non-diabetic control mice. Likewise, in the present study in non-diabetic Gαq mice, ERTU treatment, beginning at 4 weeks of age, significantly reprogrammed mitochondrial gene expression towards baseline levels and fully restored isolated mitochondrial function by 20 weeks of age, as evidenced by normalization of ATP production and ROS release. Our observations are consistent with the recent suggestion that SGLT2 inhibitors stimulate PANK1, a rate-limiting regulator of coenzyme A (Co-A) synthesis, thereby correcting a deficiency in Co-A and improving fatty acid utilization [25]. In this context, our findings suggest that mitochondrial gene regulation may depend on the mitochondrial capacity to metabolize substrates which can be constrained in the failing heart due to Co-A deficiency. ERTU also upregulated genes for oxidative phosphorylation and fatty acid metabolism in wild type mice, but in contrast to the effects in Gαq mice, did not enhance mitochondrial function or energetics beyond normal levels. This suggests that under these experimental conditions, upregulating mitochondrial oxidative capacity provides no additional functional benefit in healthy hearts. This study adds to the growing evidence of therapeutic potential of SGLT2 inhibitors by demonstrating their ability to enhance cardiac energetics in failing hearts even in the absence of diabetes. In non-diabetic pigs [7] and mice subjected to myocardial infarction [26], SGLT2 inhibition ameliorated adverse remodeling and led to normalization of glucose and fatty acid metabolism. Likewise, in mice with pressure overload induced by aortic constriction, the SGLT2 inhibitor empagliflozin improved oxidative phosphorylation, enhanced autophagy and decreased cardiac apoptosis [9]. Our study not only confirms the beneficial effect of SGLT2 inhibition on metabolic function in the non-diabetic heart, but also links this effect to reprogramming of metabolic genes that regulate mitochondrial structure and function. The functional importance of metabolic reprogramming is further supported by our demonstration that ERTU improved energetic and contractile function ex vivo in beating hearts from Gαq mice with dilated cardiomyopathy. Thus, our findings not only confirm the metabolic benefits of SGLT2 inhibition, but also establish a novel link to the regulation of mitochondrial structure and function in the non-diabetic failing heart.

### 4.4 ERTU prevented progression of adverse myocardial remodeling

Over the 16-week treatment course, ERTU arrested the progression of left ventricular (LV) dilation and functional decline in Gαq mice. Likewise, myocyte hypertrophy, myocyte apoptosis and interstitial fibrosis were absent after ERTU treatment for 16 weeks. Despite this, the initial LV dilation and contractile impairment that was present prior to treatment at 4 weeks persisted, despite ERTU treatment. Likewise, in Langendorff heart studies performed at 20 weeks of age, ERTU treatment led to marked, albeit incomplete, recovery of contractile function as reflected by the RPP. The most likely explanation for the incomplete contractile recovery is that restored mitochondrial function was not sufficient to compensate for irreversible apoptotic myocyte loss that had occurred by 4 weeks of age. Although cardiac dilation, wall thinning and augmented wall stress likely contributed to increased energy demand, ERTU corrected myocardial energy balance, suggesting that restored oxidative phosphorylation provided adequate ATP to satisfy the elevated energetic needs of the dilated heart.

### 4.5 SGLT2 inhibition suppressed myocardial ROS

A hallmark of mitochondrial dysfunction is the release of excessive ROS that plays a central role in the pathophysiology of the Gαq mouse [[16], [17], [18]]. SGLT2 inhibition normalized ROS production in mitochondria isolated from the Gαq heart and ameliorated oxidative stress present in the myocardium, as reflected by the level of 4-HNE, a marker of myocardial lipid oxidation. Thus, an important consequence of improved mitochondrial function with SGLT2 inhibition is suppression of excessive mitochondrial ROS release that drives cellular processes that underlie pathologic remodeling. This thesis is supported by the similar beneficial effect of transgenic catalase on remodeling in the Gαq mouse [16,18].

### 4.6 Limitations

A limitation of this study is the absence of fatty acids from the substrates for isolated mitochondria and perfused heart experiments. Since fatty acids are a crucial energy source for the healthy heart, this may have contributed, at least in part, to the observed energetic deficit in Gαq hearts. However, given that hypertrophied and failing hearts tend to rely more on glycolysis for energy production the buffer composition likely favored Gαq hearts [27]. Further, since ERTU upregulated genes for fatty acid oxidation, the lack of fatty acids in the perfusion buffer may have underestimated the full effect of ERTU. Another limitation is the use of ERTU, rather than one of the FDA-approved SGLT2 inhibitors for heart failure treatment. While ERTU shares on-target pharmacologic effects with other SGLT2 inhibitors, we cannot confirm that the observed benefits would extend to FDA-approved agents. The dose used in this study elicited maximal glucose excretion in rats, ensuring effective SGLT2 inhibition [28]. However, the serum concentration achieved with this dose in mice may have exceeded clinical concentrations in humans, and ERTU may have acted on additional off-target (i.e., non-SGLT2) pathways [29]. Finally, while we show that the ERTU-mediated improvement in mitochondrial function is associated with improvements in structural and functional remodeling, we cannot exclude the possibility that the effects of ERTU on metabolic function are secondary to improved cardiac function rather than a direct effect on mitochondria.

### 4.7 Summary

This study demonstrates that the SGLT2 inhibitor ERTU can reverse the downregulation of myocardial genes involved in oxidative phosphorylation and fatty acid metabolism observed at 4 weeks in Gαq overexpressing mice. Restoration of these gene programs is associated with correction of mitochondrial dysfunction, marked improvement in myocardial energetics and prevention of ROS-mediated features of myocardial remodeling. Collectively, our observations suggest that an important mechanism of the beneficial effects of SGLT2 inhibitors is related to restoration of mitochondria-related gene networks essential for cardiac function.

The following are the supplementary data related to this article.

Supplementary figures Image 1

Supplementary File 1 GSEA results for experiment involving genotype (Gαq and wild-type, WT) at 4 and 20 weeks. Gene Set Enrichment Analysis (GSEA) was performed using lists of genes ranked by Wald statistics computed from a model of expression as a function of genotype and timepoint, or from Gαq vs WT within each timepoint. This Excel file includes one row for each of the gene sets from the MH (Hallmark) and Gene Ontology (M5) collections of MSigDB v2024.1.Mm. Columns A-C include the group, name, and size of each gene set, and columns D-O include the following information for each ranked list: Normalized Enrichment Score (NES, the ratio of the gene set's Enrichment Score (ES) to the average ES of 1000 randomly selected gene sets of the same size); the nominal *p* value; and the FDR-adjusted p value (q value). 

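In the lists that compare Gαq with WT mice, a negative NES means that the genes of the set lie mainly at the end of the ranked list where expression is lower in Gαq mice, and a positive NES that they lie mainly at the other end. Dividing by the scores of random sets puts large and small sets on a common scale. The nominal p asks how often a random set scores as far from 0, and the q value allows for the number of sets tested. Since the random sets are drawn from genes and not by reassigning mice, the p does not measure how far mice of a group differ. In the paper's values, the Hallmark oxidative phosphorylation set (193 genes) has an NES of -3.26 for genotype, -3.10 at 4 weeks and -3.28 at 20 weeks. The Hallmark fatty acid metabolism set (150 genes) has the paper's values -2.83, -2.69 and -2.81. When the deposited counts were ranked by the Wald statistic of DESeq2, as in this file, the 86 KEGG genes of oxidative phosphorylation had an NES of -2.76 for genotype, -2.67 at 4 weeks and -2.77 at 20 weeks. The 36 KEGG genes of fatty acid degradation had -2.19, -2.17 and -2.21.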

Nominal p and FDR q values of zero indicate those gene sets in which none of the 1000 random permutations produced an ES that was higher than the ES computed for the gene set. FDR q values <0.25 are in bold italic font and shaded in a graded fashion such that white and dark orange indicate FDR q values of 0.25 and 0, respectively. Supplementary File 1

Supplementary File 2 GSEA results for experiment involving 16 weeks of ertugliflozin (ERTU) treatment of both Gαq and WT mice. Gene Set Enrichment Analysis (GSEA) was performed using lists of genes ranked by Wald statistics computed from a model of expression as a function of genotype and diet, or from ERTU vs control diet (CD) within each genotype. This Excel file includes one row for each of the gene sets from the MH (Hallmark) and Gene Ontology (M5) collections of MSigDB v2024.1.Mm. 

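The lists behind this file rank genes by the Wald statistic, the log2 fold change divided by its standard error, so that a gene with a small but even change across mice can rank above a gene with a large but variable change. The effect of diet in the model with genotype and diet is an average over both genotypes. The comparisons of ERTU with CD within each genotype give the effect in WT and in Gαq mice apart. In the lists for the effect of ERTU, a positive NES means that the genes of a set lie mainly at the end of the list where expression is higher with ERTU, and in a list for genotype the sign refers to genotype instead.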

Columns A-C include the group, name, and size of each gene set, and columns D-O include the following information for each ranked list: Normalized Enrichment Score (NES, the ratio of the gene set's Enrichment Score (ES) to the average ES of 1000 randomly selected gene sets of the same size); the nominal *p* value; and the FDR-adjusted p value (q value). Nominal p and FDR q values of zero indicate those gene sets in which none of the 1000 random permutations produced an ES that was higher than the ES computed for the gene set. FDR q values <0.25 are in bold italic font and shaded in a graded fashion such that white and dark orange indicate FDR q values of 0.25 and 0, respectively. Supplementary File 2

## CRediT authorship contribution statement

**Jordan M. Chambers:** Writing – original draft, Investigation, Formal analysis. **Dominique Croteau:** Writing – review & editing, Investigation, Formal analysis. **David R. Pimentel:** Writing – review & editing, Supervision, Methodology, Investigation. **Adam C. Gower:** Writing – original draft, Investigation, Formal analysis. **Marcello Panagia:** Writing – review & editing, Supervision, Methodology. **Tomas Baka:** Writing – review & editing, Investigation. **Fuzhong Qin:** Writing – review & editing, Supervision, Methodology, Investigation. **Ivan Luptak:** Writing – review & editing, Supervision, Methodology, Investigation. **Wilson S. Colucci:** Writing – review & editing, Writing – original draft, Supervision, Funding acquisition, Conceptualization.

## Declaration of Generative AI and AI-assisted technologies in the writing process

The authors did not use generative AI or AI-assisted technologies in the development of this manuscript.

## Sources of funding

Supported in part by NIH grants HL-064750 (WSC), HL-166606 (IL), and K08-HL-123744 (MP); a Fellow-to-Faculty Award from the 10.13039/100000968American Heart Association 15FTF25890062 (IL); and an investigator-initiated research grant from the Investigators Studies Research Program of Merck Sharp & Dohme Corp in collaboration with 10.13039/100004319Pfizer. RNA sequencing analysis (ACG) was supported by the BU Microarray and Sequencing Resource and Clinical and Translational Science Award UL1-TR001430. The opinions expressed in this paper are those of the investigators and do not necessarily represent those Merck Sharp & Dohme Corp or Pfizer.

## Declaration of competing interest

The authors declare the following financial interests/personal relationships which may be considered as potential competing interests: Wilson S Colucci reports financial support was provided by National Institutes of Health. Marcello Panagia reports financial support was provided by National Institutes of Health. Ivan Luptak reports financial support was provided by American Heart Association Inc. Wilson S Colucci reports financial support was provided by Merck & Co Inc. If there are other authors, they declare that they have no known competing financial interests or personal relationships that could have appeared to influence the work reported in this paper.

Supported by an investigator-initiated research grant from the Investigators Studies Research Program of Merck Sharp & Dohme Corp in collaboration with Pfizer.

# Supplementary material for: SGLT2 inhibitor upregulates myocardial genes for oxidative phosphorylation and fatty acid metabolism in Gαq-mice
**Source:** J Mol Cell Cardiol Plus. 2025 Apr 9;12:100296. doi: 10.1016/j.jmccpl.2025.100296
**Supplement:** Supplementary file 1 — Supplementary figures

## Slide 1
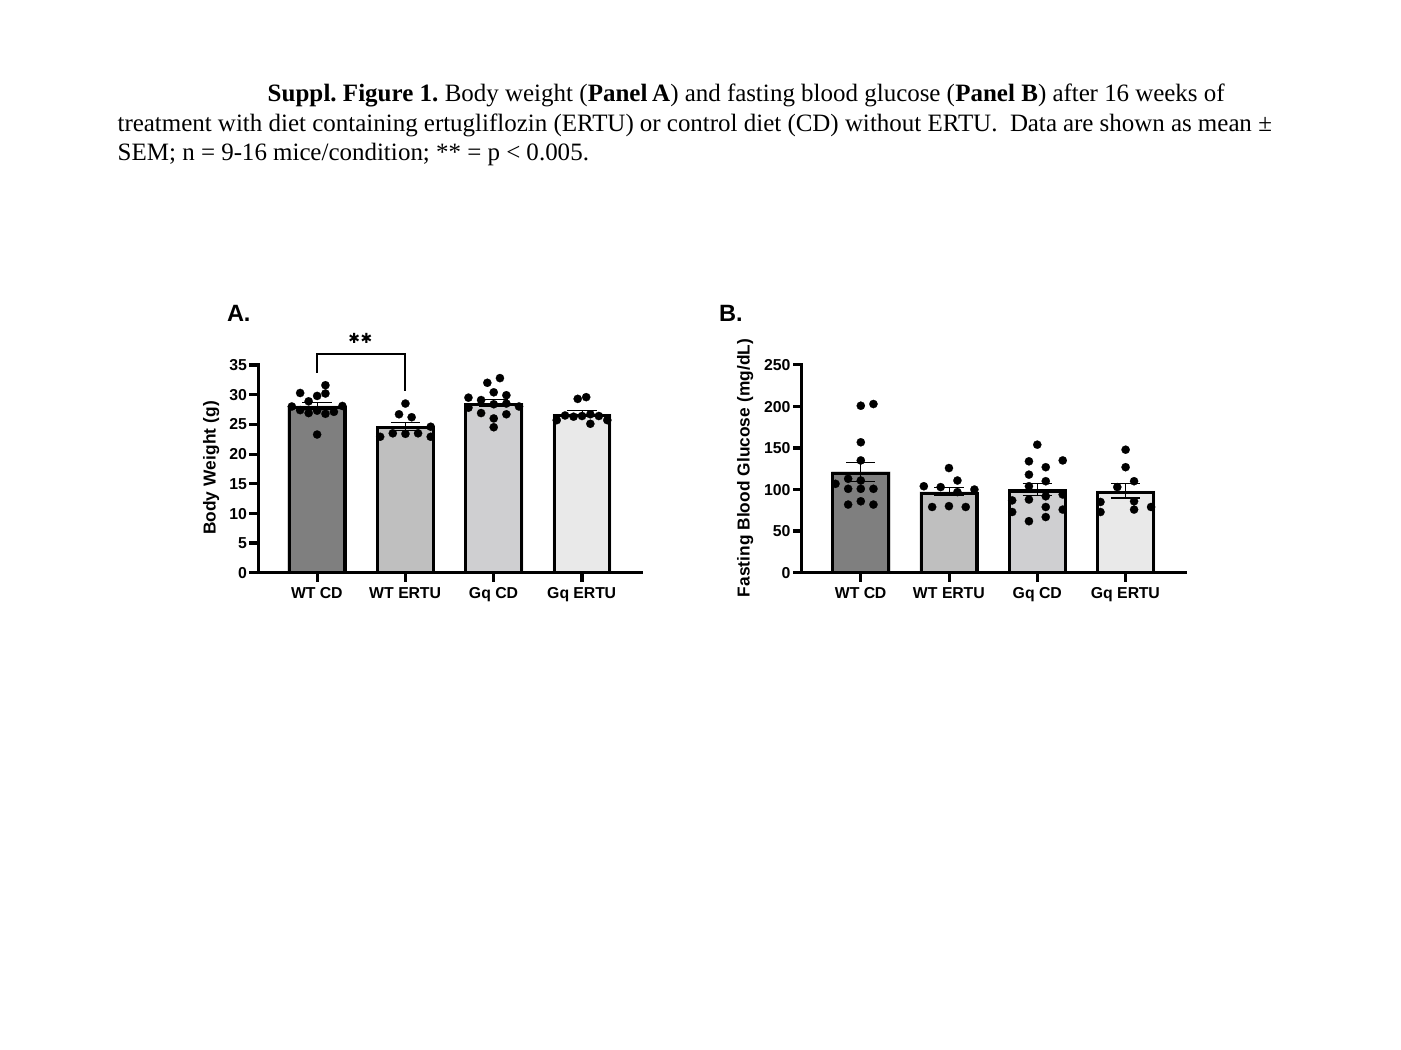

Suppl. Figure 1. Body weight (Panel A) and fasting blood glucose (Panel B) after 16 weeks of treatment with diet containing ertugliflozin (ERTU) or control diet (CD) without ERTU. Data are shown as mean ± SEM; n = 9-16 mice/condition; ** = p < 0.005.

## Slide 2
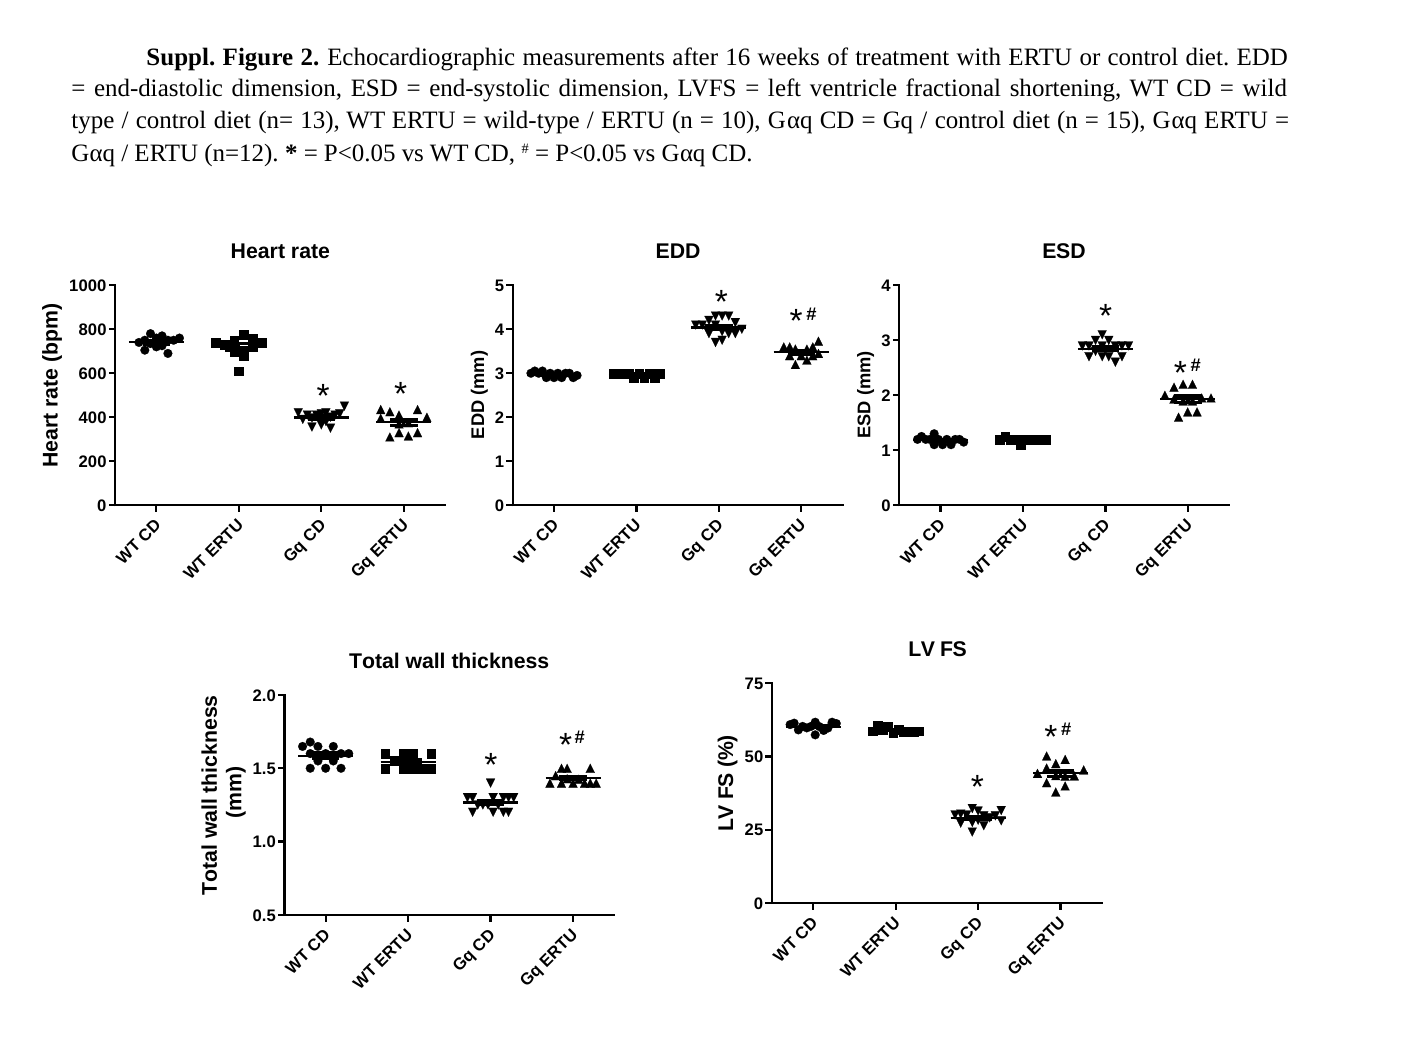

Suppl. Figure 2. Echocardiographic measurements after 16 weeks of treatment with ERTU or control diet. EDD = end-diastolic dimension, ESD = end-systolic dimension, LVFS = left ventricle fractional shortening, WT CD = wild type / control diet (n= 13), WT ERTU = wild-type / ERTU (n = 10), Gαq CD = Gq / control diet (n = 15), Gαq ERTU = Gαq / ERTU (n=12). * = P<0.05 vs WT CD, # = P<0.05 vs Gαq CD.

How the deposited data were processed for this re-analysis (not part of the article)

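RNA from LV myocardium of 16 mice was measured by RNA sequencing in 4 groups of 4 mice, WT and Gαq at 4 and 20 weeks of age. The mapping of mice to groups came from the sample labels, which give genotype, age, cage and ear notch, and from the group sizes in the methods. The experiment with ERTU diet was not analysed here.

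The authors deposited raw counts of read pairs per gene, which they obtained with STAR and featureCounts from poly(A)-selected libraries, with only uniquely aligned proper pairs on the same strand and only nuclear-encoded genes kept. The authors also deposited log2-scale values of the same 55450 genes, made from the counts with the variance-stabilizing transformation of DESeq2. Both tables were checked to hold the same genes, the counts were checked to be whole numbers, and the lowest transformed value, shared by genes without counts, was 4.73. The transformed values were used for the scores per mouse and the principal components. Every test across genes started from the counts.

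Of the 55450 Ensembl identifiers, 55104 had a symbol in the GENCODE annotation of GRCm38, and the others were kept under their identifier. At least 1 count was found in 31272 genes. Total counts ranged from 19820832 to 27572201 per mouse. Genes were tested when they passed filterByExpr of edgeR with its minimum count of 10, which left 16786 genes, and log2 CPM used a prior count of 2.

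Differences between groups were tested with the quasi-likelihood test of edgeR (version 4.0.16 in R version 4.3.3) after TMM normalization, with Benjamini-Hochberg adjustment over the tested genes and a threshold of 0.05. Standard errors of log2 fold changes were derived from this test, as the size of the log2 fold change divided by the root of the quasi-likelihood F. The effect of genotype came from a model with genotype and age over all 16 mice. The comparison at each age, the effects of age within a genotype and the interaction of genotype with age came from a model with a mean per group. DESeq2 (version 1.42.0) gave the Wald test with independent filtering as an alternative. Gene sets were tested with fgsea (version 1.28.0) on genes ranked by the signed quasi-likelihood statistic, with set sizes from 15 to 500, an enrichment weight of 1, seed 1234 and 10000 permutations for the first estimate. The sets were the genes drawn in Fig. 7 and Fig. 8 and the mouse Reactome sets of the fgsea package, and MSigDB collections were not used here. camera of limma (version 3.58.1) was the alternative for gene sets, with a correlation between genes estimated for each set. A score per mouse was the mean over a set of z-scored transformed values, compared between groups with two-sided exact permutation tests, and correlations over 16 mice used 100000 permutations. Other computations used Python (version 3.11.15).

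The named genes were chosen by a rule fixed in advance. They were Gnaq, the genes named in the paper, the 3 lowest and 3 highest genes of each set, genes of marker lists, the 5 largest rises and 5 largest falls, and the 3 genes with the smallest p for the interaction. The largest rises and falls were taken among genes with an adjusted p under 0.05, a mean of at least 1 CPM and all Gαq mice on one side of all WT mice at both ages. Reads shared with other genes were judged by the share of stretches of 50 bases of the transcripts of a gene that also occur in transcripts of another gene.

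The tests were checked on simulated data with 200 changed genes placed among counts drawn from the means and library sizes of these mice. Each changed gene was given a log2 fold change of 1, up or down. The oxidative phosphorylation genes moved less, from -0.44 to 0.21 for genotype, so the share recovered does not carry over to them. Far fewer genes were changed than the 4333 that differed with genotype in the data. edgeR recovered 178 of the 200 genes for genotype, all in the right direction, among 16570 tested genes, and called 7 other genes. At a single age it recovered 158 genes at 4 weeks and 159 at 20 weeks, and it called 0 genes for an interaction that was absent. DESeq2 recovered 181 of the 200 genes among 16786 and called 26 others. With 1 changed gene set placed among 201 sets, fgsea found that set and called 0 of the others. Most genes of that set were drawn from the lowest ranks of the same list, so finding it was fixed in advance. The others were random genes from counts simulated gene by gene. They cannot show false calls that come from correlation between genes.

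Alternatives covered the test, the normalization, filters on low counts, the fit of each age alone, the ranking statistic and kind of gene set test, the unit of the score, a model with the cage as a block, and leaving out each mouse in turn. The pairing by cage came from the sample labels: 2 cages at 4 weeks each held 2 mice of each genotype, 2 of the 3 cages at 20 weeks held both genotypes, and 1 held WT mice only. Mice of different genotype from the same cage had a mean correlation of 0.0565 in their deviations from the group means (12 pairs), against -0.0349 for mice of different genotype and the same age from different cages (20 pairs). Cage mates of the same genotype were not compared, and the cage entered as a block in an alternative only. How often other splits of the same mice gave a result as large was counted over all 35 splits at a single age, and over 100 splits drawn with a fixed seed where both ages entered. Slc5a2, the gene of the transporter inhibited by ERTU, had a mean of 2.0 counts per mouse and was not tested.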

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

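The tests for fewer cardiac myocytes, for the part played by a single WT mouse, for a less mature heart and for a different mix of cells were chosen only after the result was seen, while the tests for gene length and GC content, for the cage that held WT mice only and for fibroblasts were set earlier.

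In each of 56 groups of 4 values, the mouse at either end was compared with the other 3, and 5 mice or scores stood apart by Dixon's ratio. Chance gives about 1 in 20 groups, or 2.8 of 56, so some of the 5 are what chance gives. In the score of the oxidative phosphorylation genes, the WT mouse 554815-BN at 4 weeks lay at 0.965, with the other 3 between 0.127 and 0.215. Across genes, its deviation from the group had a Spearman correlation of -0.229 with GC content, exceeded in size by 1 of the other mice, at 0.258. The effect of GC content on this mouse therefore cannot be ruled out. In the score of the skeletal muscle genes, of which only 2 were tested, the Gαq mouse 550660-BN at 20 weeks lay at 0.661, with the others between -0.489 and -0.334. Its correlation with GC content was 0.187, within the range of the other mice, which does not rule out a part for GC content. For neither mouse does the design offer a biological explanation, and none was tested.

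The WT mouse 559480-NN at 4 weeks stood apart in the score of the endothelial genes, at 1.55 with the other 3 between 0.303 and 0.508. Over 2882 genes that changed with age in WT mice, its age score was -1.34, below the other 3 WT mice of its age (-1.02 to -0.835), so a less mature heart is a candidate explanation. A different mix of cells is another. Over the deviations of 16 mice from their group means, the endothelial score and the score of the sarcomere and calcium genes had a Pearson r of -0.901 (permutation p = 1e-05, the smallest that 100000 permutations can give, and 4.0e-05 after Benjamini-Hochberg adjustment over 4 correlations). Spearman's rho was -0.821 (permutation p = 0.00017), and r without the 2 mice farthest from the median was -0.740. The deviation of this mouse had a correlation of 0.133 with GC content across genes, smaller than the largest of the other mice, so GC content does not single it out. The less mature heart and the mix of cells were not told apart.

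The Gαq mouse 444767-NN at 20 weeks stood apart in 2 scores. Its score of the sarcomere and calcium genes was -0.532, with the others between 0.247 and 0.401, and its score of the macrophage and leukocyte genes was 1.18, with the others between -0.404 and -0.286. Over the deviations of 16 mice, these scores had a Pearson r of -0.783 (permutation p = 0.00095, adjusted p = 0.0019) and a Spearman's rho of -0.738 (permutation p = 0.0020). Without the 2 mice farthest from the median r was -0.481, so much of the relation rests on those mice. A tissue piece with more leukocytes and fewer myocytes is a candidate explanation. Its deviation had a correlation of -0.228 with gene length across genes, exceeded in size by 1 of the other mice, at 0.318, so a part for gene length cannot be ruled out.

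The difference between Gαq and WT mice in the score of the oxidative phosphorylation genes was larger at 20 than at 4 weeks. The change of the difference was -0.877 (two-sided exact permutation test, p = 0.0143, and p between 0.0147 and 0.0171 under the other units and filters of the score). Neither genotype alone changed beyond its spread: from 4 to 20 weeks the score rose by 0.490 in WT mice (exact p = 0.143) and fell by 0.388 in Gαq mice (exact p = 0.143). With each of the 4 WT mice at 4 weeks left out in turn, the largest exact p was 0.0286. Leaving out 554815-BN, which had the highest score of its group, made the change larger (-1.10). Without the 2 WT mice of the cage that held WT mice only, the change was -0.926 (exact p = 0.0352). The change of the score of the sarcomere and calcium genes had the same sign (-0.222, exact p = 0.750). In Gαq mice the mean of this score rose from -0.597 at 4 weeks to 0.122 at 20 weeks, while that of the oxidative phosphorylation genes fell. In WT mice the sarcomere and calcium score also rose, from -0.233 to 0.708. The rise was thus not particular to Gαq mice and does not show how their share of cardiac myocytes changed. With 4 mice per group, a part for fewer cardiac myocytes in the wider gap to WT mice is not excluded. After the trend over gene length and GC content was taken out, the enrichment score of the set for the interaction was -2.74. However, 6 of the 100 splits drawn gave an enrichment score for the interaction as large as the real -2.91 (0 of the 24 in which the ages were balanced within each genotype, a count added after the result was seen). Splits that are not balanced can carry a part of the effect of age. With camera of limma over all mice (n = 16), p was 0.0523. By enrichment score it is therefore not settled whether the pattern is more than chance. Of the 86 genes, 83 had a negative log2 fold change for the interaction, with a median of -0.15. However, 0 of them passed an adjusted p under 0.05 in edgeR, over all tested genes or over the set alone. The wider gap at 20 weeks may reflect a progressive effect of Gαq, as a hypothesis that needs other mice.

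Across all genes, 35 had an adjusted p under 0.05 for the interaction of genotype with age in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (16 positive and 19 negative), and 1867 had an unadjusted p under 0.05. At least 35 genes were found in 4 of the 100 splits drawn, the real one included, and the largest of the other splits gave 2402. These splits exchange age labels within a genotype, so one that turns round most labels of a genotype carries the effect of age itself. The 3 genes with the smallest p were Tdp1 (ENSMUSG00000021177, chromosome 12 of GRCm38, 99884517 to 99955219), Gpr22 (ENSMUSG00000044067, chromosome 12, 31706867 to 31713947) and Gm19461 (ENSMUSG00000101693, chromosome 1, 133250398 to 133269808). Tdp1 had a difference of log2 fold changes of 1.35, from 0.49 at 4 weeks to 1.84 at 20 weeks (adjusted p = 0.0023 in edgeR, and between 2.6e-10 and 0.0148 over its alternatives). Gpr22 had -2.03, from -1.74 to -3.77 (adjusted p = 0.0023 in edgeR, and between 2.0e-10 and 0.0150 over its alternatives). Gm19461, an antisense gene with 15.5% of its sequence stretches shared with another gene, had -1.80, with -1.20 at 4 weeks (adjusted p = 0.0027 in edgeR, and between 6.7e-10 and 0.0150 over its alternatives). Myh7 (ENSMUSG00000053093, chromosome 14, 54970684 to 54994626) belongs to the list of fetal and stress genes and had 1.57, from 0.12 to 1.68 (adjusted p = 0.0107 in edgeR). Its adjusted p lay between 3.0e-07 and 0.101 over its alternatives, the highest with the cage as a block, where the difference was 1.44. For Myh7, 20.0% of the sequence stretches also occur in other genes, and read sharing with Myh6 was not tested apart from this. For these genes a genotype effect that grows with age is a hypothesis from the same data.

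The paper measures interstitial fibrosis by histology but does not discuss matrix gene sets. The Reactome set of extracellular matrix organization had the highest enrichment score for genotype, 2.79. Of its 206 tested genes, 99 were upregulated and 12 downregulated in Gαq mice at an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median log2 fold change of 0.25. At 4 weeks 47 were upregulated and 5 downregulated, and at 20 weeks 91 and 11. The score per mouse was higher in Gαq mice by 0.389 at 4 weeks and by 0.857 at 20 weeks, each with 4 of 4 Gαq mice above every WT mouse (two-sided exact permutation test, p = 0.0286, the smallest possible). With camera of limma over all mice (n = 16), the set had p = 0.0270, and 0.665 after Benjamini-Hochberg adjustment over the 605 sets. The mean log2 fold change of 8 fibroblast genes was 0.29, against 1.06 for 7 fibrosis genes (a ratio of 0.271), and 5 of the 8 were upregulated. The rise of the fibroblast genes was thus smaller than that of the selected fibrosis genes but as large as the median of the whole set, so the pattern cannot be told apart from a larger number of fibroblasts. After the trend over gene length and GC content was taken out, the score was 2.78. Higher expression of matrix genes per cell in Gαq hearts remains a hypothesis, because the mixture of cells was measured only through marker genes.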

How the results depend on the processing

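The alternatives were fixed before the data were examined, except those for single genes named outside the pathways, apart from Gnaq, which were chosen after the data were seen. Apart from leaving out mice, 100 alternative values were computed for 24 results: 90 kept their direction and their side of the threshold or stayed within 1.5 times the count, 3 no longer passed the threshold and 7 counts moved further. None of these was reversed.

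Genotype changed between 3491 and 4605 genes over its 5 alternatives, with 4333 in the chosen model. At 4 weeks the count was between 1508 and 1921 over 6 alternatives. At 20 weeks it was 3919, and 2409 with the cage as a block, of which 2234 were shared. The count of genes with an interaction depended most on the processing. It was 35, but 193 with the Wald test of DESeq2, 234 without a filter on low counts and 20 with the cage as a block, and the first and second of these contained all 35. On simulated data, 12.6% of the genes that DESeq2 called for genotype were false, against 3.78% for edgeR, and DESeq2 was not tried on a simulated interaction. The cause was not tested. Mice of the same cage and different genotype had deviations with a mean correlation of 0.0565, cage mates of the same genotype were not compared, and no pairing by cage was possible for the effects of age because each cage held mice of a single age. DESeq2's size factors in place of TMM shifted the median log2 fold change of genotype by 0.0044.

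The enrichment score of the fatty acid degradation genes for the interaction, -1.997, became -1.33 when genes were ranked by log2 fold change (p = 0.107 from gene permutation). With camera of limma, the oxidative phosphorylation genes had p = 0.0589 at 4 weeks and p = 0.0523 for the interaction, where gene permutation had passed, while at 20 weeks and for genotype camera gave p = 0.0108 and p = 0.0298. With camera, 0 Reactome sets passed after adjustment for genotype, at 4 weeks or at 20 weeks, and 44, 31 and 55 had an unadjusted p under 0.05, against 58, 46 and 77 sets by gene permutation. The cause was not tested, but gene permutation treats genes as independent and camera does not. The scores of both sets by gene permutation stayed negative under every alternative, between -2.92 and -2.41 for oxidative phosphorylation and between -2.31 and -1.96 for fatty acid degradation for genotype.

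With each of the 16 mice left out in turn, the genes with an interaction numbered from 11 to 69, and the fit that shared the fewest kept 31.4% of the 35. Genotype gave from 3883 to 4789 genes, 4 weeks from 1168 to 1861 and 20 weeks from 3141 to 4232, and in these fits at least 87.1%, 70.6% and 77.6% of the genes were kept. The change with age in the score of the fatty acid degradation genes was -0.361 (exact p = 0.0686), from -0.450 to -0.276 without a mouse, and passed the threshold in 2 of the 16 fits. The change of the oxidative phosphorylation score stayed between -1.10 and -0.748, with a highest exact p of 0.0335. Leaving out mice gave 352 values, of which 341 kept their side, 2 newly passed and 9 counts moved, all of them for the interaction. The 24 values for the 12 named genes of the sets did not change side.

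Of 48 values for other named genes under alternatives chosen after the data were seen, 47 kept their side, and Myh7 lost it for the interaction with the cage as a block. With totals of at least 19820832 counts, 85.6% of the tested genes had 10 counts or more in every mouse, so depth limits the genes with few counts, such as Slc5a2, more than those of the metabolic sets.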

Other observations

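The tests for fewer myocytes, for Ppargc1a, for the WT Gnaq counts and for the lower Gnaq RNA at 20 weeks were chosen only after the result was seen, as was the count of splits in which the genotypes were balanced within each age. The tests for gene length and GC content, shared reads and atrial tissue and the other counts of splits were set earlier.

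Lower oxidative phosphorylation genes in Gαq mice were weighed against technical explanations. After the trend over gene length and GC content was taken out, the enrichment score for genotype was -2.87, against -2.93 before, so a smooth trend over length and GC content across genes does not account for it. In the 31 genes of the set with no 50-base stretch in any other gene, the median log2 fold change was -0.28, and 25 of the 31 were downregulated, so shared reads do not account for it. Ppargc1a, a regulator of mitochondrial genes, had a log2 fold change of 0.031 at 4 weeks (adjusted p = 0.917 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), when the set was already lower, so less Ppargc1a RNA is not an explanation at that age. The 12 sarcomere and calcium genes had a mean log2 fold change of -0.14, which is 0.601 of the mean of the set. By these group means alone, lower oxidative phosphorylation genes cannot be told apart from fewer cardiac myocytes in the tissue. The mean log2 fold change for genotype was -0.18 over 5 endothelial genes, 4 of them downregulated. Over 8 fibroblast genes it was 0.29, with 5 upregulated. A lower share of myocytes alone would raise both lists, so the endothelial genes go against it and the fibroblast genes go with it. The scores per mouse at 4 weeks do not decide it. The WT mouse 559480-NN had a sarcomere and calcium score of -1.31, below the 4 Gαq mice of its age (-0.863 to -0.464). Its oxidative phosphorylation score of 0.215 lay above all 4 (at most -0.186). However, this is a single mouse that stood apart in the endothelial score for a reason left open. The other WT mice of its age (-0.0876 to 0.249) lay above the Gαq mice in the sarcomere and calcium score. Fewer myocytes are not excluded as an explanation.

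Other splits of the same mice were tried for each model across genes. For genotype, 1 of the 100 splits drawn, the real one, gave 4333 genes or more, and the next gave 3012 with 14 of the 16 mice relabelled, which is close to the real split in mirror image. At 4 weeks 1 of the 35 splits gave 1621 genes or more, with at most 10 in the others, and at 20 weeks 1 of the 35 gave 3919 or more, with at most 6. For age in WT mice and in Gαq mice, 1 of the 35 splits gave as many genes in each. The split at 4 weeks that follows the 2 cages gave 10 genes. Enrichment scores separated the real split less well than gene counts did. A score of the oxidative phosphorylation genes as large as the real one was found in 18 of the 100 splits for genotype, 7 of the 35 at 4 weeks and 11 of the 35 at 20 weeks. For the fatty acid degradation genes it was found in 9 of the 100 splits for genotype, 5 of the 35 at 4 weeks, 6 of the 35 at 20 weeks and 4 of the 100 for the interaction. A split whose sides hold unequal numbers of Gαq and WT mice still carries a part of the genotype effect, so this count does not test the scores against chance. At each single age, every other split with a score as large had such unequal sides. Among the 18 splits at each age, and the 24 of the 100 for genotype, in which each side held as many Gαq as WT mice within each age, 0 gave scores of either set as large. Some of the splits for genotype that were balanced only over both ages together gave a score of the oxidative phosphorylation genes as large. As many enriched Reactome sets as the real split were found in 63 of the 100 splits for genotype, 27 of the 35 at 4 weeks and 17 of the 35 at 20 weeks. Among the splits balanced within each age, 9 of 24 for genotype, 13 of 18 at 4 weeks and 6 of 18 at 20 weeks gave as many, so the number of enriched sets alone does not single out genotype.

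WT mice differed in Gnaq, from 57.2 to 1095 CPM. If RNA or reads from Gαq hearts were present in some WT libraries, other genes that rise in Gαq mice would rise with Gnaq. The share of Gαq signal in a WT mouse was computed from Gnaq and, as a median over genes, from 20 other genes that rise in Gαq mice. It was the excess over the median of the other WT mice of the same age. This excess was divided by that of the mean of the Gαq mice of that age. Over the 8 WT mice the slope was 1.85, with a Pearson r of 0.889 (exact permutation p = 0.00404, 0.00539 after Benjamini-Hochberg adjustment over 4 correlations) and a Spearman's rho of 0.952 (exact permutation p = 0.00114). Without the 2 mice farthest from the median, r was 0.930. The mouse 559480-LN at 4 weeks had 3.22% from Gnaq and 8.64% from the other genes, and 444767-LN at 20 weeks 5.40% and 5.50%. Admixture alone would give equal shares from Gnaq and from the other genes. The shares were close in 444767-LN but not in 559480-LN, and the slope of 1.85 departs from equal shares. A small admixture of Gαq material in some WT libraries is a candidate explanation for a part of the relation only. Genes driven by natural differences in Gnaq would also rise with it, and no biological explanation was tested. An admixture of this size would make the genotype differences appear smaller, not larger.

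Gnaq RNA in Gαq mice was lower at 20 than at 4 weeks, at 1.12 ± 0.111% against 2.33 ± 0.132% of all counts (SD, n = 4 per group). As a share of raw counts the difference had an exact permutation p of 0.0286, so it does not come from the normalization. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the log2 fold change with age in Gαq mice was -0.99 (adjusted p = 0.239), so across all genes it did not pass. That test takes a single estimate of the spread of a gene over all 4 groups, and WT mice ranged from 57.2 to 1095 CPM in Gnaq. The Gαq mice lay between 20128 and 24264 CPM at 4 weeks and between 9927 and 12400 at 20 weeks. The 12 sarcomere and calcium genes had a mean log2 fold change with age of 0.18 in Gαq mice and 0.23 in WT mice. Since these genes rose in both genotypes, they do not decide whether fewer myocytes are an explanation. Myh6 had a log2 fold change of -0.20 (adjusted p = 0.389 in edgeR), against a general fall of that gene. Lower transgene expression with age may be the case, as a hypothesis.

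The largest rises for genotype after Gnaq were Nppa (ENSMUSG00000041616, log2 fold change 4.66), Rxfp1 (ENSMUSG00000034009, 4.66), Gm13054 (ENSMUSG00000086806, 4.41), which is antisense to Nppa and overlaps it, and Syndig1 (ENSMUSG00000074736, 3.87). The largest falls were Gm20400 (ENSMUSG00000092500, -3.43), an antisense gene, Mettl11b (ENSMUSG00000040113, -3.19), Tmprss13 (ENSMUSG00000037129, -2.82), Aqp4 (ENSMUSG00000024411, -2.79) and Ptchd3 (ENSMUSG00000039198, -2.74). Over the alternatives Gm20400 lay between -3.43 and -2.28 and Mettl11b between -3.42 and -3.19, so their order depended on the processing. At 20 weeks Gm20400 was at 23.8 and 11.8 CPM in the cage that held WT mice only, against 3.81 and 3.41 in the other WT mice. Some genes of the atrium were higher in Gαq mice, with a mean log2 fold change of 1.87 over 3 tested genes, 2 of them upregulated at an adjusted p under 0.05 in edgeR. If atrial tissue were in the piece, Nppa would follow Myl7 and Sln. Over 8 Gαq mice, as deviations from the means of their age, Pearson's r was 0.482 (exact permutation p = 0.222) and Spearman's rho 0.452 (exact permutation p = 0.267), and without the 2 mice farthest from the median r was -0.457. Higher atrial genes cannot be told apart from atrial tissue in the piece.

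Among the other named genes, Pank1 (ENSMUSG00000033610) had a log2 fold change for genotype of -0.42 (adjusted p = 0.0027 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with -0.15 at 4 weeks (adjusted p = 0.477 in edgeR) and -0.70 at 20 weeks (adjusted p = 8.0e-05 in edgeR). The difference between the ages had an adjusted p of 0.141 in edgeR. Camk2d (ENSMUSG00000053819) had 0.30 for genotype (adjusted p = 0.0044 in edgeR) and Cat (ENSMUSG00000027187) had -0.35 (adjusted p = 0.0049 in edgeR). Ppargc1a had -0.72 at 20 weeks (adjusted p = 9.6e-05 in edgeR), and an adjusted p of 0.0547 for the difference between the ages. The first and second principal components of the transformed values over 500 genes held 48.9% and 33.1% of the variance.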
